# L-Arginine Enhances Oral Keratinocyte Proliferation under High-Glucose Conditions via Upregulation of *CYP1A1*, *SKP2*, and *SRSF5*

**DOI:** 10.3390/molecules28207020

**Published:** 2023-10-10

**Authors:** Junhe Shi, Trevor R. Leonardo, Chen Han, Hiba I. Bangash, Dandan Chen, Harsh M. Trivedi, Lin Chen

**Keywords:** L-Arginine, high glucose, oral keratinocyte, proliferation, *CYP1A1*, *SKP2*, *SRSF5*

## Abstract

High glucose inhibits oral keratinocyte proliferation. Diabetes can lead to delayed oral wound healing and periodontal disease. L-Arginine, one of the most versatile amino acids, plays an important role in wound healing, organ maturation, and development. In this study, L-Arginine was found to enhance oral keratinocyte proliferation under high-glucose conditions. RNA sequencing analysis discovered a significant number of genes differentially upregulated following L-Arginine treatment under high-glucose conditions. Cytochrome P450 family 1 subfamily A member 1 (*CYP1A1*) was the most significantly upregulated gene at 24 and 48 h after L-Arginine treatment. Gene Ontology enrichment analysis found that cell proliferation- and mitosis-related biological processes, such as mitotic nuclear division, mRNA processing, and positive regulation of cell cycle processes, were significantly upregulated. Pathway enrichment analysis found that S-phase kinase-associated protein 2 (*SKP2*) and serine- and arginine-rich splicing factor 5 (*SRSF5*) were the top upregulated genes in cell cycle and spliceosome pathways, respectively. Indirect immunofluorescent cytochemistry confirmed increased protein levels of *CYP1A1*, *SKP2*, and *SRSF5* after L-Arginine treatment. Knockdown of *CYP1A1*, *SKP2*, and *SRSF5* abolished the enhanced proliferative effect of L-Arginine on oral keratinocytes under high-glucose conditions. In conclusion, L-Arginine enhances oral keratinocyte proliferation under high-glucose conditions via upregulation of *CYP1A1*, *SKP2*, and *SRSF5*, suggesting that supplemental L-Arginine in oral care products may be beneficial for oral tissue repair and regeneration.

## 1. Introduction

Diabetes mellitus and its complications affect millions of people worldwide. The National Diabetes Statistics Report issued by the US Centers for Disease Control and Prevention in 2022 showed that, as of 2019, an estimated 37.3 million people of all ages (11.3% of the US population) had diabetes [1]. Moreover, the World Health Organization estimated that there were more than 400 million people in 2014 suffering from diabetes worldwide [2]. Diabetes has a severe impact on the physical and mental health of those affected and is a huge financial burden on societies. It is a major cause of kidney failure, heart attacks, peripheral artery disease, strokes, blindness, hyperglycemic crisis, neuropathy, retinopathy, chronic food ulcers, and limb amputation. In addition, diabetes delays oral wound healing in animal studies. For example, diabetes has been shown to cause delayed gingival wound re-epithelialization, increased neutrophil infiltration, biofilm formation, reduced collagen formation, and myofibroblast differentiation [3]. Diabetes also inhibited collagen deposition, delayed wound healing, and increased alveolar destruction in tooth extraction wounds [4]. In a cheek mucosal wound model, diabetes led to delayed wound closure, prolonged inflammation with persistently high levels of IL-1β and TNF-α, decreased FGF2, decreased angiogenesis, and collagen deposition [5]. Furthermore, diabetes is closely associated with oral diseases such as periodontal disease, tooth loss, and increased oral fungal infection [6,7,8].

Our recent study demonstrates that high-glucose conditions inhibit oral keratinocyte proliferation and migration [9]. Since keratinocytes are the major cell component in the skin and oral epithelia, with keratinocyte proliferation being critical for re-epithelialization during wound closure [10,11], any strategies that are able to improve keratinocyte proliferation would be beneficial for wound healing, especially in diabetic patients.

L-Arginine (Arg) is considered a nonessential amino acid, but it becomes conditionally essential during times of metabolic stress, such as during wound healing [12,13,14,15,16], organ maturation, and development [17,18]. The sources of Arg needed by the human body are either synthesized by organs such as the intestine, kidney, and liver or supplied from food or supplements. Arg is a precursor molecule involved in the synthesis of proteins and production of important biomolecules such as agmatine, citrulline, creatine, glutamate, nitric oxide (NO), polyamines, proline, putrescine, and urea via multiple pathways involving different enzymes, such as arginase type I/II, nitric oxide synthases, arginine decarboxylase, and arginine glycine amidinotransferase [15,19]. Furthermore, Arg regulates many cellular functions, especially proliferation [20]. Undeniably, Arg is one of the most versatile amino acids.

In this study, Arg was found to promote oral keratinocyte proliferation under high-glucose conditions. RNA sequencing demonstrated that Arg treatment induced significant transcriptomic changes in keratinocytes. In particular, cytochrome P450 family 1 subfamily A member 1 (*CYP1A1*), S-phase kinase-associated protein 2 (*SKP2*), and serine- and arginine-rich splicing factor 5 (*SRSF5*) were genes that were significantly upregulated, while several Gene Ontology (GO) terms and pathways, including cell proliferation and mitosis, were enriched. The inhibition of *CYP1A1*, *SKP2*, and *SRSF5* abolished the enhanced proliferation induced by Arg treatment.

## 2. Results

### 2.1. L-Arginine Enhances Oral Keratinocyte Proliferation

To assess the effect of Arg in a high-glucose environment on oral keratinocytes, TIGK cells were treated with 500 μM Arg under high-glucose conditions (48 mM). The total number of cells determined by cell count in the Arg-treated group was found to be significantly higher than that in the untreated control (*p* < 0.05–0.01, Figure 1A,B) after 24 and 48 h. Arg treatment was also found to significantly enhance TIGK cell proliferation 72 and 120 h post-treatment as determined by an MTS proliferation assay (*p* < 0.01, Figure 1C). Similar results were obtained using 1 mM Arg. Therefore, 500 μM Arg was used in all of the following experiments. Arg (0.5–2 mM) was also shown to significantly enhance TIGK cell proliferation at low (normal) glucose conditions (6 mM) 72 and 96 h after treatment (Supplementary Materials Figure S1). Due to the clinical relevance to diabetes, the following studies were all performed under high-glucose conditions.

### 2.2. L-Arginine Leads to Significant Transcriptomic Changes in Oral Keratinocytes under High-Glucose Conditions

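TIGK is a line of human gingival keratinocytes immortalized with telomerase. For RNA sequencing, TIGK cells were treated with 500 μM Arg at 48 mM glucose for 24 or 48 h, and untreated control cells were kept for the same times without added Arg. The methods state that the base medium contained no Arg. Each of the 4 groups had 3 libraries (replicates A, B, and C), 12 libraries in all, made from RNA with integrity numbers between 9.7 and 9.9. The authors removed adapter and low-quality reads with fastp, mapped the remaining paired-end reads to GRCh38/hg38 with STAR, and counted them per gene with featureCounts. They deposited these raw counts, without normalization, for 58735 genes, of which 29789 had a count in at least 1 library. The paper's text does not name the gene annotation release or say whether counting used the strand of the reads, so a gene that overlaps another gene is reported as uncertain. The counts of a library summed to between 17787409 and 19040964 in the 24 h control (median 17871014) and to between 17499361 and 19033907 in the 24 h Arg group (median 18129857). At 48 h, they summed to between 18227010 and 18856468 in the control (median 18787430) and to between 16542243 and 18640349 in the Arg group (median 17090595).
The replicates were compared before they were averaged. Over the genes with at least 20 counts in a pair of replicates, the chi-square per degree of freedom of their counts lay between 3.66 and 23.9, where sampling noise alone gives a value near 1. No library was therefore counted as a repeat of another. The 2 highest values, 20.9 and 23.9, were those of control replicate B at 48 h against replicates A and C. Mitochondrially encoded genes took 1.55% of the counts of that library, against 0.906% and 0.707% in replicates A and C. Arg-treated and untreated libraries were compared separately at each time point with edgeR's quasi-likelihood test, after TMM normalization and edgeR's filter on low counts. The p-values were adjusted by the Benjamini–Hochberg method over all tested genes. The standard error of a log2 fold change is its absolute value divided by the square root of the test's F statistic. Arg-treated and control libraries share the letters A, B, and C, but same-lettered libraries did not deviate together from their group means. The correlation of their deviations, taken across genes, averaged −0.00632 at 24 h and 0.0107 at 48 h. The numbers of changed genes and the results of CYP1A1, SKP2, and SRSF5 at each time point are also given with the replicate letter as a block, as are those of many of the gene sets.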

Since Arg was shown to enhance oral keratinocyte proliferation under high-glucose conditions, we further investigated if and to what extent Arg treatment alters the transcriptomics of TIGK cells by performing Poly (A) RNA sequencing at 24 and 48 h after Arg treatment. 

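At 24 h, edgeR's test covered 14279 genes. At an unadjusted p under 0.05, the criterion that the methods give for a DEG, 1548 genes were upregulated and 1705 genes were downregulated in Arg-treated TIGK cells. If no gene changed, 714 genes would pass this criterion by chance. At an adjusted p under 0.05, 398 genes were upregulated and 549 were downregulated. With the replicate letter as a block, the counts were 1460 and 1616 at the unadjusted p and 379 and 545 at the adjusted p. Among the alternatives that kept all libraries, leaving out the filter on low counts moved the counts most and gave 1854 and 2017 genes at the unadjusted p and 555 and 759 at the adjusted p. With each library left out in turn, between 126 and 647 upregulated and between 233 and 882 downregulated genes had an adjusted p under 0.05.
The 5 downregulated genes with the smallest p were AQP3, FOS, HAS3, OSBP2, and CDKN1C. AQP3 (ENSG00000165272, chromosome 9 of GRCh38, 33441154 to 33447633) fell from 219 ± 33.9 to 49.9 ± 5.44 CPM after TMM normalization (SD, n = 3). Its log2 fold change was −2.14 (standard error 0.11, adjusted p = 4.73e-09 from edgeR's test). The log2 fold changes of the other 4 genes were −2.06 for FOS, −1.75 for HAS3, −2.73 for OSBP2, and −1.57 for CDKN1C. Their adjusted p-values from the same test lay between 4.26e-08 and 1.39e-07, and with the block those of all 5 lay between 6.88e-11 and 4.91e-09. Besides CYP1A1, the upregulated genes with the smallest p were CYP1B1, TRNP1, HMGB2, and HMGCS1. Their log2 fold changes were 0.87, 0.77, 0.61, and 0.76, with adjusted p-values between 2.88e-05 and 9.76e-05 (with the block, between 4.40e-06 and 6.94e-05). In each of these 9 genes, the 3 Arg libraries and the 3 control libraries did not overlap. In an unchanged gene chosen beforehand, this happens by chance with a probability of 0.1. These genes were picked by their p in the same libraries, so the separation is no further support. HAS3 (8138 counts over all libraries) overlaps CHTF8 on the opposite strand (33770 counts), and CYP1B1 (24050 counts) overlaps RMDN2 on the opposite strand (1170 counts).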

Differential gene expression analysis, as demonstrated in the volcano plots (Figure 2A), found 1367 and 1597 genes statistically upregulated (red dots) and downregulated (green dots), respectively, 24 h after Arg treatment as compared to the untreated control. There were 762 and 990 genes statistically upregulated and downregulated, respectively, 48 h after treatment as compared to the untreated control. 

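At 48 h, 14562 genes were tested, of which 865 were upregulated and 1090 were downregulated at an unadjusted p under 0.05. By chance, 728 genes would pass. A split of the same libraries that put Arg replicate C with control replicates A and C gave 2010 genes at the unadjusted p. At an adjusted p under 0.05, 0 genes were upregulated and 17 were downregulated. With the replicate letter as a block, the counts were 978 and 1082 at the unadjusted p and 43 and 141 at the adjusted p. DESeq2, the tool that the methods name, gave 762 and 990 genes at the unadjusted p and 42 and 127 at the adjusted p. Without a filter on low counts, edgeR called 199 upregulated and 374 downregulated genes at the adjusted p. With each library left out in turn, between 0 and 1152 upregulated genes and between 5 and 1213 downregulated genes had an adjusted p under 0.05, and the highest counts were those without control replicate B. In that library, several genes lay at the level of the Arg libraries. CDKN1C, for example, had 50.4 CPM there, against 199 and 165 CPM in control replicates A and C and between 46.3 and 52.8 CPM in the Arg libraries.
The 5 downregulated genes with the smallest p were RPS15A, LDHB, FOS, RPS29, and MINOS1. RPS15A (ENSG00000134419, chromosome 16, 18781295 to 18790383) fell from 162 ± 6.33 to 91.7 ± 0.312 CPM (SD, n = 3), with a log2 fold change of −0.82 (standard error 0.063, adjusted p = 0.000174 from edgeR's quasi-likelihood test). With the block, its log2 fold change was −0.82 and its adjusted p was 9.07e-06. The log2 fold changes were −1.60 for LDHB, −0.94 for FOS, −0.83 for RPS29, and −1.70 for MINOS1, with adjusted p-values between 0.000174 and 0.00186 (with the block, −1.58, −0.95, −0.83, and −1.70, with adjusted p-values between 4.20e-07 and 0.000363). After CYP1A1, the upregulated genes with the smallest p were NBPF26, UTRN, SCARA3, and TNNT2. Their log2 fold changes were 0.80, 0.56, 0.51, and 1.05, and none passed the adjusted threshold, with adjusted p-values between 0.0760 and 0.0905. With the block, they all passed it, with adjusted p-values between 0.00505 and 0.0215. The values of some of these genes are uncertain. MINOS1 (1392 counts over all libraries) overlaps CAPZB on the opposite strand (59037 counts), RPS29 (40016 counts) overlaps LRR1 on the opposite strand (6058 counts), and TNNT2 (1681 counts) overlaps LAD1 on the same strand (60300 counts). NBPF26 belongs to a family of near-identical copies, and RPS15A, RPS29, and LDHB have processed pseudogenes, so the counting could have split their reads.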

Heat maps of the top 25 differentially expressed genes (DEGs), including upregulated and downregulated genes, at 24 and 48 h after Arg treatment are shown in Figure 2B. The full list of DEGs is listed in Tables S2–S5, respectively. 

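CYP1A1 (ENSG00000140465), a cytochrome P450 gene, lies on the minus strand of chromosome 15 of GRCh38 from 74719542 to 74725610, and no other gene of the deposited table overlaps it. Its paralog CYP1A2, with which the counting could have split reads, had 99 counts over the 12 libraries, against 6216 for CYP1A1. At 24 h, CYP1A1 had 40.7 ± 5.00 CPM with Arg treatment and 16.8 ± 2.46 CPM in the untreated control (SD, n = 3). The log2 fold change was 1.28 (standard error 0.12, adjusted p = 7.50e-06 from edgeR's quasi-likelihood test). At 48 h, it had 36.5 ± 8.19 CPM with Arg treatment and 20.7 ± 0.559 CPM in the control. This log2 fold change was 0.82 (standard error 0.15, adjusted p = 0.0678 from the same edgeR test) and did not pass an adjusted threshold of 0.05. Every Arg library lay above every control library at both time points (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Ordered by p, CYP1A1 had rank 1 among the upregulated genes at both time points, and rank 15 at 24 h and rank 22 at 48 h among the genes of both directions. With the replicate letter as a block, the log2 fold change was 1.28 at 24 h (adjusted p = 1.63e-06) and 0.80 at 48 h (adjusted p = 0.00349). Over the 14 alternatives of the processing, the adjusted p at 48 h lay between 1.30e-09 and 0.0799. The lowest came from edgeR without a filter on low counts, where the log2 fold change stayed at 0.82. The next lowest was 0.000135 from DESeq2. The adjusted p of CYP1A1 passed 0.05 with DESeq2, without a filter on low counts, with all 12 libraries in a single model, with a correction for gene length, and in each setting with the block. With each library left out in turn, the log2 fold change lay between 1.18 and 1.40 at 24 h, with ranks between 1 and 5. At 48 h, it lay between 0.71 and 0.99, with ranks between 1 and 129, and it passed an adjusted p of 0.05 in 2 of the 6 fits (range 0.000206 to 0.445). AHR (ENSG00000106546), the gene of the aryl hydrocarbon receptor, did not change detectably, with a log2 fold change of −0.017 at 24 h (adjusted p = 0.951) and 0.11 at 48 h (adjusted p = 0.717; with the block, −0.012 and 0.12).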

Among the upregulated genes, *CYP1A1* was the most significantly upregulated gene at both 24 and 48 h after treatment (Tables S2 and S4).

When we compared the upregulated or downregulated DEGs between the 24 and 48 h treatment groups, there were 269 and 494 genes found to be commonly differentially expressed at 24 and 48 h, respectively, after Arg treatment (Figure 2C). 

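There were 13996 genes tested at both time points. At the unadjusted criterion, 314 of them were upregulated at both times and 548 were downregulated at both times. If the calls at the 2 time points were independent, 91.8 and 128 genes would be shared, but genes are not independent replicates and this expectation is only a description. Another 3 genes were upregulated at 24 h and downregulated at 48 h, and 6 genes changed the opposite way. At an adjusted p under 0.05 at both times, 0 upregulated and 10 downregulated genes were shared. With the replicate letter as a block, 383 and 555 genes were shared at the unadjusted criterion. With DESeq2, 269 and 493 genes were shared. With each of the 12 libraries left out in turn, between 146 and 687 upregulated and between 332 and 901 downregulated genes were shared. Across the genes tested at both times, the log2 fold changes at 24 and 48 h had a Spearman's rho of 0.434 and a Pearson's r of 0.429.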

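Like CYP1A1, SKP2 and SRSF5 were higher in every Arg library than in every control library at both time points. The authors picked these 3 genes from the results of these libraries, so this is not a separate test. In all 3 genes, the change at 48 h was smaller than the change at 24 h. For SKP2, the log2 fold change at 48 h reached 0.41 without control replicate B. At 24 h, it lay between 0.42 and 0.51 with each library left out in turn. The difference between the time points was not fitted without that control library, so its part in the difference was not tested. The difference between the time points had an unadjusted p under 0.05 for CYP1A1 and SRSF5 but not for SKP2, and none of the 3 passed when adjusted over all genes. In a model of all 12 libraries, the log2 fold change at 48 h minus that at 24 h was −0.46 for CYP1A1 (standard error 0.20, adjusted p = 0.708 from edgeR's test of the interaction). It was −0.17 for SKP2 (standard error 0.12, adjusted p = 0.829) and −0.29 for SRSF5 (standard error 0.11, adjusted p = 0.606). Over the 15148 genes of that model, 2 genes had an interaction adjusted p under 0.05 and 1040 had an unadjusted p under 0.05. With the replicate letter as a block, 2 genes had an adjusted p under 0.05, and these 3 were not among them.

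**Figure D1:**
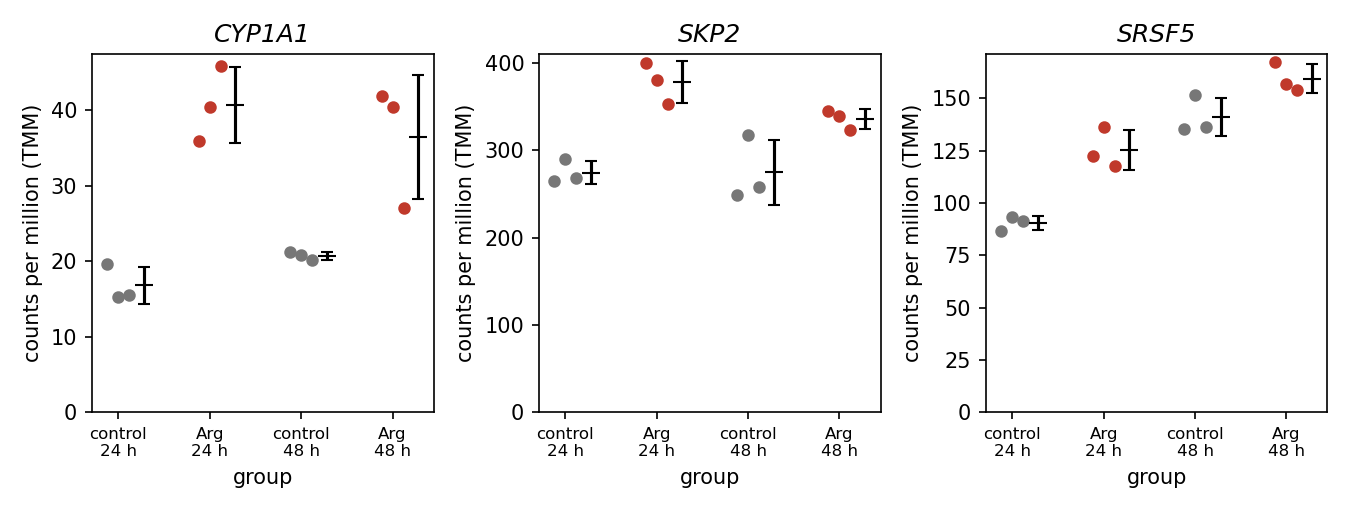
CPM (after TMM normalization) of CYP1A1, SKP2, and SRSF5 in each library, by treatment group on the x axis. Grey points are untreated control libraries, red points are Arg-treated libraries, and black bars are the mean ± SD of 3 libraries. In each gene, all Arg points sit above all control points of the same time point.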

*CYP1A1*, *SRSF5*, and *SKP2* were among those 269 commonly upregulated genes. The full list of the common upregulated and downregulated DEGs are listed in Tables S6 and S7, respectively.

The results from the differential expression analyses were then subjected to a functional enrichment analysis. There were a number of GO terms significantly changed for BP, MF, and CC at 24 h after Arg treatment under high-glucose conditions. The results are shown in Figure 3 with the top 20 GO terms in each GO category displayed (* *p* < 0.05). For the complete list of significant genes in each term, refer to Table S7. Cell proliferation- and mitosis-related BP terms such as RNA splicing, mitotic nuclear division, sister chromatid segregation, mRNA processing (Figure 3), and positive regulation of cell cycle process (ranked 23rd, Table S8) were significantly upregulated. Similarly, cell proliferation- and mitosis-related MF terms such as microtubule motor activity and chromatin binding and CC terms such as spliceosomal complex, catalytic step 2 spliceosome, and spindle were also significantly upregulated 24 h after treatment (Figure 3 and Table S8). These changes may indicate potential mechanisms which Arg treatment under high-glucose conditions employs to enhance TIGK cell proliferation. 

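The genes behind each term were read from Table S8. The authors chose these genes as upregulated in the same 24 h libraries, so their direction here is not a separate test. All 59 tested genes of the mitotic nuclear division list were higher with Arg treatment, with a median log2 fold change of 0.31, and 34 had an adjusted p under 0.05 in edgeR's test. In the sister chromatid segregation list, all 48 tested genes were higher (median 0.31) and 27 passed. The supplementary text names 61 of the 82 genes of RNA splicing and 62 of the 89 genes of mRNA processing. All of the named genes were higher, with medians of 0.29 and 0.30, and 24 and 26 of them passed. In the list of positive regulation of cell cycle process, which includes CYP1A1, all 46 tested genes were higher (median 0.29) and 17 passed. In the mitotic nuclear division list, the largest changes among genes with an adjusted p under 0.05 were those of IGF2 (1.28), KIF22 (0.58), NDC80 (0.54), MKI67 (0.53), and KIFC1 (0.46). Their standard errors lay between 0.084 and 0.26 and their adjusted p-values between 0.000581 and 0.0106.
Sets of genes defined before the counts were examined were not chosen by their change in these libraries. They share genes with the authors' lists, such as NDC80 and MKI67, and so are not independent of the reported terms. The sets were tested with limma's cameraPR on the edgeR results, with adjustment over 58 set tests. The 54 G2/M phase genes of the Seurat package had a median log2 fold change of 0.27, and 49 of them were higher with Arg treatment (adjusted p = 1.17e-16; with the replicate block, 0.27 and adjusted p = 1.32e-16). Of these genes, 24 were upregulated at an adjusted p under 0.05 over all genes, while 31 were upregulated and 1 was downregulated when adjusted over the set alone. The S phase genes had a median of 0.070, with 31 of 42 higher (adjusted p = 0.0210; with the block, 0.070 and 0.0258), and 1 of them passed under either adjustment. The centromere proteins had a median of 0.13, with 17 of 21 higher (adjusted p = 0.00788; with the block, 0.14 and 0.00961). In this set, 2 genes were upregulated and 1 was downregulated at an adjusted p under 0.05 over all genes, and 4 and 1 over the set alone. Among the alternatives that kept all libraries, limma's fry, a rotation test that takes the correlation between genes from the libraries, gave the G2/M phase genes their highest adjusted p (0.0451, range 7.48e-32 to 0.0451). An inter-gene correlation of 0.05 in cameraPR gave the highest adjusted p for the centromere proteins (0.0479, range 0.00153 to 0.0479, and 0.0451 with fry) and the S phase genes (0.133, range 0.00463 to 0.133, and 0.0813 with fry). Of the 3 sets, only the S phase genes were no longer under 0.05 in these tests.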

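The lists of Table S8 for these terms were likewise chosen on the 24 h libraries. All tested genes of the 5 lists were higher with Arg treatment at 24 h. The median log2 fold change was 0.35 for microtubule motor activity (17 genes tested, 12 with an adjusted p under 0.05) and 0.32 for chromatin binding (66 genes, 24 passing). It was 0.27 for the spliceosomal complex (46 genes, 15 passing), 0.27 for the catalytic step 2 spliceosome (30 genes, 10 passing), and 0.33 for the spindle (63 genes, 32 passing). Gene families defined by symbol alone were tested beside them with cameraPR. These families share genes with the lists, such as KIF22 and HNRNPH1, and are not independent of them. The kinesins had a median of 0.19, with 24 of 36 genes higher (adjusted p = 0.000306; with the replicate block, 0.18 and 0.000297). Of the kinesins, 10 were upregulated at an adjusted p under 0.05 over all genes and 12 over the family alone, and 1 and 2 were downregulated, among them KIFC3 (−0.46, standard error 0.11, adjusted p = 0.0168). The heterogeneous nuclear ribonucleoproteins had a median of 0.18, with 20 of 22 higher (adjusted p = 3.25e-06; with the block, 0.18 and 2.59e-06), and 5 passed over all genes and 8 over the family alone. The largest change among them was that of HNRNPH1 (0.51, standard error 0.081, adjusted p = 0.00113). The SF3 and PRPF components of the spliceosome had a median of 0.12, with 19 of 22 higher (adjusted p = 0.00159; with the block, 0.12 and 0.00246), and 1 was upregulated over all genes, and 7 were upregulated and 1 downregulated over the family alone. The SR splicing factors had a median of 0.11, with 11 of 12 higher (adjusted p = 0.0107; with the block, 0.11 and 0.0112), and 1 passed over all genes and 2 over the family alone. With limma's fry, none of these 4 families passed, with adjusted p-values between 0.0753 and 0.0904.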

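Table S9 lists the downregulated genes behind the GO terms at 24 h, again as called by the authors in these libraries. All 43 genes listed for cotranslational protein targeting to membrane were lower with Arg treatment, with a median log2 fold change of −0.22, and 3 had an adjusted p under 0.05. All 44 genes listed for oxidative phosphorylation were lower (median −0.35), and 19 passed. Families defined by symbol were tested with cameraPR. They share genes with these lists, such as RPL9 and NDUFB8, and are not independent of them. Of the cytosolic ribosomal protein genes, 4 of 84 were higher with Arg treatment and the median was −0.17 (adjusted p = 5.53e-12; with the replicate block, −0.16 and 3.95e-14). Of these, 5 were downregulated at an adjusted p under 0.05 over all genes and 20 over the family alone. The nuclear-encoded subunits of oxidative phosphorylation had a median of −0.11, with 17 of 78 higher (adjusted p = 1.33e-05; with the block, −0.11 and 9.22e-06), and 6 passed over all genes and 9 over the family alone. All 13 mitochondrially encoded protein genes were lower, with a median of −0.71 (adjusted p = 7.30e-20; with the block, −0.72 and 7.71e-24), and 12 passed over all genes and 13 over the family alone. MT-ND1 changed most among them (−0.93, standard error 0.092, adjusted p = 8.71e-06 from edgeR's test). Genes of the mitochondrial chromosome took 1.24 ± 0.0499% of the counts in the control and 0.734 ± 0.0964% with Arg treatment (SD, n = 3). With limma's fry, the adjusted p was 0.0461 for the mitochondrially encoded genes but 0.125 for the ribosomal proteins and 0.125 for the nuclear-encoded subunits, neither of which passed. Reads of ribosomal protein genes can be shared with their pseudogenes. The summed counts of 1048 such pseudogenes were 1011 ± 54.2 CPM in the control and 1151 ± 62.6 CPM with Arg treatment (SD, n = 3), a rise that equals 1.57% of the fall of the genes.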

There were also a number of GO terms that were significantly downregulated at 24 h (Figure S2 and Table S9) such as cotranslational protein targeting to membrane and oxidative phosphorylation. 

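At 48 h, the genes listed in Tables S10 and S11 were chosen on the 48 h libraries, so only their test at 24 h could have come out otherwise. The 12 genes of negative regulation of RNA catabolic process and the 42 genes of ribonucleoprotein complex biogenesis were all higher at 48 h, with median log2 fold changes of 0.17 and 0.23. None of them had an adjusted p under 0.05, and 12 and 41 had an unadjusted p under 0.05. The 57 genes of cotranslational protein targeting to membrane and the 38 genes of oxidative phosphorylation were all lower at 48 h, with medians of −0.24 and −0.25, and 5 and 2 of them had an adjusted p under 0.05. At 24 h, the medians of the 4 lists were 0.19 (adjusted p = 2.09e-05 from cameraPR), 0.19 (adjusted p = 8.96e-08), −0.21 (adjusted p = 6.54e-15), and −0.24 (adjusted p = 3.43e-10). With the replicate block, these adjusted p-values were 2.30e-05, 1.54e-07, 9.55e-18, and 5.56e-11. With limma's fry, they lay between 0.0753 and 0.107 and none passed.
Conversely, the 10 upregulated GO lists of the 24 h libraries were tested at 48 h. Their medians lay between 0.069 and 0.12, with adjusted p-values between 5.86e-10 and 0.00197 (with the block, between 9.24e-10 and 0.00263; with fry, between 0.0753 and 0.196). No gene of these lists had an adjusted p under 0.05 over all genes, and between 0 and 2 genes per list did when adjusted over the list alone. In the RNA splicing list, 53 of 61 genes were higher at 48 h and 22 had an unadjusted p under 0.05. This list and the mRNA processing list were tested with the named genes only, 61 of 82 and 62 of 89. In the mitotic nuclear division list, 50 of 59 were higher and 6 had an unadjusted p under 0.05. The 2 downregulated lists of the 24 h libraries had medians of −0.24 (cotranslational protein targeting, adjusted p = 1.59e-31 from cameraPR; with the block, −0.24 and 1.85e-32) and −0.17 (oxidative phosphorylation, adjusted p = 1.46e-08; with the block, −0.16 and 1.81e-05) at 48 h. With fry, their adjusted p-values were 0.0753 and 0.0813.
Among the gene families, the cytosolic ribosomal proteins had a median of −0.19 at 48 h, with 8 of 84 higher (adjusted p = 3.16e-29; with the block, −0.19 and 2.23e-29), and 5 were downregulated at an adjusted p under 0.05 over all genes. Over the family alone, 53 were downregulated and 1 was upregulated. The nuclear-encoded subunits of oxidative phosphorylation had a median of −0.14, with 9 of 78 higher (adjusted p = 5.42e-12; with the block, −0.13 and 3.88e-13), and 2 were downregulated over all genes, and 21 were downregulated and 1 upregulated over the family alone. The heterogeneous nuclear ribonucleoproteins had a median of 0.071 (19 of 22 higher, adjusted p = 0.000680; with the block, 0.071 and 0.00244) and the kinesins a median of 0.077 (23 of 36 higher, adjusted p = 0.0368; with the block, 0.091 and 0.0479). The G2/M phase genes had a median of 0.016 (32 of 54 higher, adjusted p = 0.498; with the block, 0.016 and 0.543) and did not pass. Over the fits that left out 1 library, the G2/M median lay between −0.0043 and 0.046. The set passed in 1 of these 6 fits (adjusted p = 0.0282 from cameraPR). The SR splicing factors had a median of 0.0033 (6 of 12 higher, adjusted p = 0.760; with the block, 0.0042 and 0.740), which turned to −0.022 with a correction for gene length. The mitochondrially encoded proteins had a median of 0.28 (12 of 13 higher, adjusted p = 0.0210; with the block, 0.34 and 3.11e-08), although 0 of the 13 genes had an unadjusted p under 0.05. With each library left out in turn, that median lay between 0.054 and 0.69. None of these 7 families passed with fry at 48 h. The difference between the time points was tested for the families in the model of all 12 libraries. The median of the interaction was −0.25 for the G2/M phase genes (adjusted p = 3.27e-22 from cameraPR; with the block, −0.25 and 7.99e-22) and −0.023 for the ribosomal proteins (adjusted p = 0.449; with the block, −0.022 and 0.391). With a correction for transcript length, chosen after seeing the data, the latter turned to 0.033 (adjusted p = 0.0498, range over the alternatives 0.0498 to 0.863).

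**Figure D2:**
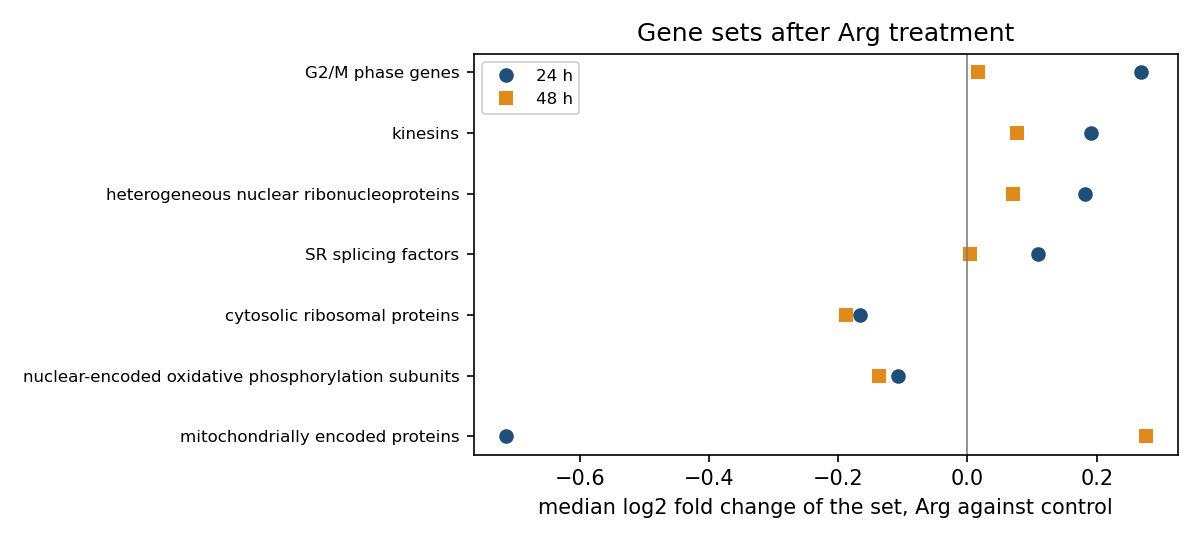
Median log2 fold change of 7 gene sets (Arg-treated against untreated control, x axis) at 24 h (circles) and 48 h (squares). The ribosomal protein set lies at −0.17 and −0.19 at the 2 time points, while the G2/M phase set lies at 0.27 at 24 h and at 0.016 at 48 h. The SR splicing factor set at 48 h lies at 0.0033 and changes sign with a correction for gene length.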

A number of GO terms were also significantly upregulated or downregulated at 48 h (Figure S3, Tables S10 and S11). However, we do not know if they are relevant to the observed increased TIGK cell proliferation following Arg treatment under high-glucose conditions.

The KEGG signaling pathways of cell cycle (Figure S4), spliceosome (Figure S5), and RNA transport (Figure S6) were among the top 20 significant pathways upregulated 24 h after Arg treatment under high-glucose conditions (Figure 4). 

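The genes of Table S12 for these 3 pathways were called by the authors in the same 24 h libraries. Their median log2 fold change was 0.26 in the spliceosome list, 0.26 in the cell cycle list, and 0.27 in the RNA transport list. In the spliceosome list, the largest changes among genes with an adjusted p under 0.05 were those of SRSF5, PRPF6 (0.36), DHX38 (0.32), SNRNP200 (0.29), and U2SURP (0.28). In the cell cycle list, they were those of E2F2 (0.77), GADD45B (0.52), SKP2, ANAPC2 (0.43), and PKMYT1 (0.42). In the RNA transport list, they were those of EIF3CL (1.14), NUP210 (0.66), EIF3C (0.54), SRRM1 (0.50), and TACC3 (0.40). Apart from SRSF5 and SKP2, the standard errors of these genes lay between 0.073 and 0.25 and their adjusted p-values from edgeR's test between 0.000780 and 0.0419. EIF3C and EIF3CL are near-identical copies whose reads the counting could have split, so their separate values are uncertain.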

The gene list of the pathways is listed in Table S12. Spliceosomes remove introns from a transcribed pre-mRNA. RNA transport from the nucleus to the cytoplasm is fundamental for translation to occur. 

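Every gene that Table S12 lists for the spliceosome, cell cycle, and RNA transport pathways had a higher mean with Arg treatment at 24 h in edgeR's fit. An unadjusted p under 0.05 was found for 35 genes of the spliceosome list, 24 genes of the cell cycle list, and 26 genes of the RNA transport list. Adjusted over all tested genes, 8, 7, and 9 genes had a p under 0.05. Adjusted over each list alone, 35, 23, and 26 genes did, but the lists hold the paper's own calls on these libraries, so that count shows no stability.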

There were 36, 29, and 26 genes that were upregulated in the spliceosome, cell cycle, and RNA transport pathways, respectively (Table S12). Positive regulation of the cell cycle, spliceosome, and RNA transport may explain the observed phenotype of Arg-enhanced cell proliferation. 

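From the upregulation of the cell cycle, spliceosome, and RNA transport pathways at 24 h, the paper proposes an explanation of the enhanced proliferation of Arg-treated cells. The same lists of genes were tested in the 48 h libraries, on which they had not been chosen. At 48 h, 27 of the 36 spliceosome genes were higher with Arg treatment, with a median log2 fold change of 0.069 (adjusted p = 0.000604 from limma's cameraPR, and with the replicate block 0.069 and 0.00178). Of the cell cycle genes, 26 of 29 were higher, with a median of 0.069 (adjusted p = 0.000671, and with the block 0.070 and 0.000792). Of the RNA transport genes, 24 of 26 were higher, with a median of 0.12 (adjusted p = 8.90e-06, and with the block 0.11 and 1.81e-05). No gene of the 3 lists had an adjusted p under 0.05 at 48 h, whether adjusted over all genes or over the list, and 8, 3, and 6 genes had an unadjusted p under 0.05. With limma's fry, the 3 lists did not pass, with adjusted p-values of 0.0931, 0.0813, and 0.0985. The changes at 48 h were smaller than those at 24 h, with median interactions of −0.17, −0.19, and −0.17 in the model of all 12 libraries, but the lists had been chosen for their rise at 24 h.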

There were no significantly upregulated pathways in cells 48 h after treatment. A number of pathways were also significantly downregulated at either 24 or 48 h after treatment (Figure S7). However, it is not clear if they played any role in the observed increase in TIGK cell proliferation.

*SKP2* is the top gene in the significantly upregulated cell cycle pathway in cells treated with Arg at 24 h (Table S12). It is the 22nd and 47th upregulated DEG at 24 and 48 h, respectively, after treatment (Tables S2 and S4).

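SKP2 (ENSG00000145604), the gene of S-phase kinase-associated protein, lies on the plus strand of chromosome 5 of GRCh38 from 36151989 to 36184319. A small nuclear RNA pseudogene that overlaps it on the same strand had 1 count over all libraries, against 68496 for SKP2. At 24 h, SKP2 had 378 ± 23.9 CPM with Arg treatment and 274 ± 13.5 CPM in the untreated control (SD, n = 3). The log2 fold change was 0.46 (standard error 0.078, adjusted p = 0.00164 from edgeR's quasi-likelihood test), and with the replicate letter as a block it was 0.46 (adjusted p = 0.00113). At 48 h, it had 336 ± 11.6 CPM with Arg treatment and 275 ± 37.1 CPM in the control. This log2 fold change was 0.29 (standard error 0.085, adjusted p = 0.201) and did not pass an adjusted threshold of 0.05, nor did that with the block (0.30, adjusted p = 0.0735). Over the 14 alternatives of the processing, the adjusted p at 48 h lay between 0.00460 and 0.200, and among these it passed 0.05 only without a filter on low counts. The groups did not overlap at either time point (exact two-sided permutation test, p = 0.1, the smallest that this design allows). Ordered by p among the upregulated genes, SKP2 had rank 32 at 24 h and rank 122 at 48 h (with the block, rank 40 and rank 65). With each library left out in turn, the log2 fold change lay between 0.42 and 0.51 at 24 h, with ranks between 20 and 84. At 48 h, it lay between 0.22 and 0.41, with ranks between 65 and 363, and it passed an adjusted p of 0.05 in 1 of the 6 fits, the one without control replicate B (adjusted p = 2.57e-05, range over the 6 fits 2.57e-05 to 0.663).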

*SRSF5* is the top gene in the significantly upregulated spliceosome pathway in cells treated with Arg at 24 h (Table S12). 

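SRSF5 (ENSG00000100650), the gene of a serine- and arginine-rich splicing factor, lies on the plus strand of chromosome 14 of GRCh38 from 69726900 to 69772005, where no other gene of the deposited table overlaps it. At 24 h, SRSF5 had 125 ± 9.58 CPM with Arg treatment and 90.3 ± 3.22 CPM in the untreated control (SD, n = 3). The log2 fold change was 0.47 (standard error 0.084, adjusted p = 0.00265 from edgeR's quasi-likelihood test), and with the replicate letter as a block it was 0.47 (adjusted p = 0.00228). At 48 h, it had 159 ± 6.87 CPM with Arg treatment and 141 ± 9.03 CPM in the control. This log2 fold change was 0.18 (standard error 0.069, adjusted p = 0.296, and with the block 0.18 and adjusted p = 0.293). The adjusted p at 48 h was above 0.05 in all 14 alternatives of the processing that kept all libraries, from 0.157 to 0.342. Every Arg library lay above every control library at both time points (exact two-sided permutation test, p = 0.1, the smallest possible). Ordered by p among the upregulated genes, SRSF5 had rank 40 at 24 h and rank 477 at 48 h (with the block, rank 62 and rank 684). With each library left out in turn, the log2 fold change lay between 0.41 and 0.52 at 24 h and between 0.14 and 0.23 at 48 h, and the ranks lay between 35 and 78 and between 295 and 1275. At 48 h, SRSF5 passed an adjusted p of 0.05 in 1 of these 6 fits, the one without control replicate B (adjusted p = 0.0108, range over the 6 fits 0.0108 to 0.720). SRSF6 (ENSG00000124193), another member of the SR family, had a log2 fold change of 0.11 at 24 h (standard error 0.076, adjusted p = 0.415) and 0.17 at 48 h (standard error 0.058, adjusted p = 0.243).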

*SRSF5* is the 31st and 422nd upregulated DEG at 24 and 48 h, respectively, after treatment (Tables S2 and S4).

### 2.3. L-Arginine Induces Significant Protein Expression of CYP1A1, SRSF5, and SKP2 under High-Glucose Conditions

*CYP1A1* was the top upregulated DEG 24 and 48 h after Arg treatment under high-glucose conditions. *SRSF5* and *SKP2* were the top genes in the significantly upregulated cell cycle and spliceosome pathways 24 h after Arg treatment, respectively. We used immunofluorescence to examine if the protein levels of these molecules were elevated after treatment. As shown in Figure 5, the fluorescence intensity of cytoplasmic staining of *CYP1A1* in TIGK cells was significantly increased after Arg treatment compared to the untreated control under high-glucose conditions, especially at 48 h (Figure 5, *p* < 0.05). The fluorescence intensity of *SKP2* in the nuclei of TIGK cells was significantly increased at 24 and 48 h after Arg treatment compared to the untreated control under high-glucose conditions (Figure 6, *p* < 0.01 at 24 and 48 h). Similarly, the expression of *SKP2* in the nuclei of TIGK cells after Arg treatment was also markedly increased compared to the untreated control, especially at 24 h (Figure 7, *p* < 0.05). These results validate the increased gene expression observed in the RNA sequencing analysis described above.

### 2.4. Knockdown of CYP1A1, SRSF5, and SKP2 Abolishes Enhanced Proliferation of Oral Keratinocytes by L-Arginine under High-Glucose Conditions

*CYP1A1*, *SRSF5*, and *SKP2* were identified as either top DEGs or top genes involved in the cell cycle or spliceosome pathways. The data described above show that both gene and protein levels of these molecules were significantly elevated by treatment with Arg under high-glucose conditions. To assess the degree to which these genes affect these processes, TIGK cells were transfected with siRNAs targeting *CYP1A1*, *SRSF5*, or *SKP2*. The siRNA transfections successfully significantly inhibited mRNA expression of *CYP1A1*, *SRSF5*, and *SKP2* compared to a scrambled siRNA control 48 h after transfection (*p* < 0.01, Figure 8A). There was no significance between the medium-only control and scrambled siRNA (*p* > 0.05, Figure 8A). Knockdown of any three of these targets was also shown to significantly impede the proliferation of TIGK cells at 48 and 120 h after transfection compared to the scrambled siRNA control (*p* < 0.05–0.01, Figure 8B,C). Knockdown of *SKP2* and *CYP1A1*, but not *SRSF5*, also significantly inhibited the proliferation of TIGK cells at 72 h after transfection (*p* < 0.01, Figure 8B). The results confirm that these three molecules play critical roles in the enhanced proliferation induced by Arg treatment under high-glucose conditions.

## 3. Materials and Methods

### 3.1. Cell Culture

Human telomerase immortalized gingival keratinocytes (TIGK) (ATCC, Catalog # CRL-3397) were propagated in DermaLife K Keratinocyte Complete Medium (Lifeline Cell Technology, Frederick, MD, USA, Catalog # LL-0007) containing D-Glucose (6 mM), insulin (5 µg/mL), L-Glutamine (6 mM), epinephrine (1 µM), apo-transferrin (5 µg/mL), TGF-α (0.5 ng/mL), pituitary extract (0.4%), and hydrocortisone hemisuccinate (100 ng/mL). DMEM-SILAC Flex (ThermoFisher Scientific, Waltham, MA, USA, Catalog # A2493901), which contained no Arg, L-Glutamine, L-lysine, or D-Glucose, was used as a base medium for the following assays. Supplemental nutrients or growth factors including insulin (5 µg/mL), L-Glutamine (6 mM), epinephrine (1 µM), apo-transferrin (5 µg/mL), TGF-α (0.5 ng/mL), pituitary extract (0.4%), hydrocortisone hemisuccinate (100 ng/mL) (Lifeline Cell Technology), L-lysine (0.798 mM, Sigma-Aldrich, St. Louis, MO, USA, Catalog # 44208)), and D-Glucose (6 mM or 48 mM, Sigma-Aldrich, Catalog # G7021) were added to the medium as needed. TIGK cells were cultured at 37 °C with 5% CO_2_.

For the proliferation assay, when TIGK cells reached 80% confluency in a flask, TrypLE (Thermo Fisher Scientific) was used to detach the cells. A total of 5000 cells/well for the 24, 48, 72, and 96 h treatments and 3000 cells/well for the 120 h treatment were seeded in 96-well plates. After 12 h, cells were treated with Arg (500 and 1000 μM, Sigma-Aldrich, Catalog # A5006) in 200 μL medium under low-glucose (6 mM) or high-glucose conditions (48 mM). For the 120 h test, the culture medium was changed once at 72 h post-treatment. Cell proliferation was examined using an MTS Cell Proliferation Assay Kit (Abcam, Waltham, MA USA, Catalog # ab197010), according to the manufacturer’s instructions, at 24, 72, and 96 h post-treatment for low-glucose (6 mM) conditions or 72 and 120 h post-treatment for high-glucose (48 mM) conditions. OD_490_ values were recorded using a spectrophotometer (Molecular Devices, San Jose, CA, USA). The number of cells per field for 24 and 48 h post-treatment for high-glucose (48 mM) conditions was manually counted. All treatment groups had three to four replicates. The results are shown as the percent OD_490_ value relative to the control OD_490_ values at each time point.

### 3.2. RNA Sequencing and Bioinformatics Analysis

Arg treatment: When TIGK cells reached 80% confluency in a culture flask, TrypLE was used to detach the cells. A total of 3 × 10^5^ cells were seeded in each well of a 6-well plate. After 24 h, cells were treated with Arg (500 μM) for 24 or 48 h under high-glucose (48 mM) conditions. Each treatment condition had three replicates (A, B, and C, Table S1).

RNA isolation, library construction, sequencing, and data analysis: Cells were dissociated from 6-well plates using TrypLE, washed twice with cold 1× PBS, and centrifuged at 175× *g* for 5 min at 4 °C. Total RNA was extracted, and genomic DNA was removed using an RNeasy Plus Mini kit (Qiagen, Hilden, Germany, Catalog # 74034). RNA concentrations and RNA integrity were assessed using an RNA Nano 6000 Assay Kit on an Agilent Bioanalyzer 2100 system (Agilent Technologies, Wood Dale, IL, USA). A summary of the RNA concentrations and RNA integrity numbers (RIN) is shown in Table S1. RNA (1 µg per sample) was used as input for sequencing library generation using the NEBNext Ultra Library Prep Kit for Illumina (Omaha, NE, USA). The quality of the prepared libraries was assessed using an Agilent Bioanalyzer 2100 DNA Assay Kit (Agilent Technologies) before being run on an Illumina sequencing platform (Illumina). For each sample, approximately 6 GB of raw data of 150 bp paired-end reads were generated. Quality control was performed using fastp [21] to remove adapter-contaminated or poly-N sequences and reads of low quality. Cleaned, high-quality reads were mapped to the Homo Sapiens reference genome (GRCh38/hg38) using Spliced Transcripts Alignment to a Reference (STAR) [22] software, annotated using FeatureCounts [22], and Fragments Per Kilobase of exon model per Million mapped reads (FPKM) [23] was calculated. Differential expression analysis for each two-group comparison was performed using the DESeq2 R package [24], and resulting *p*-values were adjusted using the Benjamini and Hochberg’s approach [25] to control for False Discovery Rate (FDR). For each comparison, genes with a *p*-value < 0.05 were determined to be differentially expressed. Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of differentially expressed genes were independently performed using the clusterProfiler R [26] package. GO and KEGG terms with corrected *p*-values < 0.05 were considered statistically significantly enriched terms. Functional enrichment analysis allows us to identify which biological functions or pathways are significantly associated with the respective differentially expressed genes. Gene Ontology (GO) annotates genes to biological processes (BP), molecular functions (MF), and cellular components (CC). KEGG annotates genes to pathways. Heatmaps were generated using heatmap3 (v1.1.1) [27]. The RNA sequencing data were deposited in the GEO database with an accession number of GSE223773. RNA sequencing and bioinformatics analysis were performed by Novogene America (Sacramento, CA, USA).

### 3.3. Indirect Immunofluorescent Cytochemistry

Indirect immunofluorescent cytochemistry was used to visualize and quantify the protein expression of *CYP1A1*, *SKP2*, and *SKP2* in TIGK cells after Arg treatment under high-glucose (48 mM) conditions. When TIGK cells reached 80% confluency in a flask, 4 × 10^4^ (for 48 h treatment group) and 6 × 10^4^ (for 24 h treatment group) TIGK cells were seeded in each well of a 4-well chamber slide (Thermo Fisher Scientific, Catalog No: PEZGS0416). After 12 h, cells were treated with 500 µM Arg under a high-glucose condition (48 mM) for either 24 or 48 h, after which cells were then fixed in formalin for 10 min. After two washes with PBS, cells were permeabilized with 0.15% Triton X 100 for 10 min and blocked with 5% goat serum in PBS for 1 h at room temperature and subsequently incubated with mouse anti–human *CYP1A1* (1A3-03) (Santa Cruz Biotechnology INC, Dallas, TX, USA, Catalog No: sc-101828, 1/100 dilution), mouse anti-human *SKP2* (A-2) (Santa Cruz Biotechnology INC, Catalog No: sc-74477, 1/100 dilution), or rabbit anti-human *SKP2* (Proteintech, Rosemont, IL, USA, Catalog No: 16237-1-AP, 1/250) overnight at 4 °C. The negative control was incubated with the same concentrations of mouse IgG (Thermo Fisher Scientific, Catalog # 31903) or rabbit IgG (Pierce Biotechnology, Rockford, IL, USA, Catalog # 31207). After three washes with PBS, cells were treated with either goat anti-rabbit IgG (H+L) cross-adsorbed secondary antibody-Alexa Fluor 488 (Thermo Fisher Scientific, Catalog No: A11008, 1/1000 dilution) or goat anti-mouse IgG H&L-Alexa Fluor 488 (Abcam, Catalog No: ab150113, 1/500 dilution) for 1 h. The cells were simultaneously treated with Alexa Fluor 594 Phalloidin (Thermo Fisher Scientific, Catalog number: A12381) to stain F-actin. After three washes, slides were mounted with a mounting medium containing 50% glycerol in PBS with 4′,6-diamidino-2-phenylindole (DAPI) for nuclei staining. Fluorescent images were acquired using a digital camera (Axiocam MRc, Zeiss, Oberkochen, Germany) connected to an Axioskop 40 microscope with a 40x objective lens (Zeiss). From three to seven images chosen at random were taken for each treatment condition. ImageJ software (National Institutes of Health, Bethesda, MD, USA) was used to quantify the fluorescence intensity. Four black-and-white random images of the cells were also taken using an Axiovert 40 CFL inverted microscope and an Axiocam Erc digital camera (Zeiss) under a 20× lens. These images were used to count cell numbers for assessing cell proliferation at 24 and 48 h after Arg treatment.

### 3.4. siRNA Knockdown of CYP1A1, SKP2, and SRSF5

TIGK cells were propagated in DermaLife K Keratinocyte Complete Medium (Lifeline Cell Technology) without antibiotics. Totals of 1 × 10^5^, 5 × 10^4^, and 5 × 10^3^ cells were seeded in each well of 12-well, 24-well, and 96-well plates, respectively. When cells reached 60% confluency (for 12-well and 24-well plates), cells were washed with an siRNA transfection medium (Santa Cruz Biotechnology, Catalog number: sc-36868) and then incubated with 20 nM siRNAs for *CYP1A1*, *SKP2*, and *SRSF5* (Santa Cruz Biotechnology, Catalog number: sc-41483, sc-36499, and sc-38342, respectively) or with a scrambled siRNA control (Santa Cruz Biotechnology, Catalog number: sc-37007). After 6 h, DermaLife K Keratinocyte Complete Medium with double concentrations of antibiotics and supplements was added. After 24 h, the medium was then switched to DMEM-SILAC Flex (ThermoFisher Scientific) supplemented with the same supplements as in the DermaLife K Keratinocyte Complete Medium as well as with 48 mM D-glucose and 500 μM Arg. Cells from 12-well plates were harvested using TriZol (ThermoFisher Scientific, Catalog number: 15596026) for total RNA extraction. Cells in the 24-well plates were imaged and the number of cells under each field was counted to assess cell proliferation 48 h after transfection. An MTS assay was also performed in 96-well plates 72 and 120 h after transfection.

### 3.5. Real-Time PCR

Total RNA was extracted from siRNA-treated TIGK cells and incubated with DNAse (Qiagen, Catalog number: 79254) to remove the potential contamination of genomic DNA. Total RNA (1 µg from each sample) was converted to cDNA using a High-Capacity Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA, Catalog number: 4368814) according to the manufacturer’s directions. The mRNA expression of *CYP1A1*, *SKP2*, and *SRSF5* was determined using real-time PCR using specific primers and Power SYBR Green PCR Master Mix (Roche, Basel, Switzerland, Catalog number: 4913850001). A StepOnePlus RealTime PCR System (Applied Biosystems) was used to perform the PCR. Relative expression was calculated using the 2^−∆∆CT^ method using glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) as a house-keeping gene. A medium control was used as the baseline for comparison. The specific primers for *CYP1A1* were: forward 5′-CACCTCCAAGATCCCTACACTGA-3′, reverse 5′-ACCAGACAGAAGATGACAGAGGC-3′. The primers for *SKP2* were: forward 5′-GGTGTTTGTAAGAGGTGGTA-3′, reverse 5′-GAGACAGTATGCCGTGGA-3′. The primers for *SRSF5* were: forward 5′-AGTGGCTGTCGGGTATTCATC-3′, reverse 5′-CCGTCCATATCCCTTGAAGAATC-3′. The primers for *GAPDH* were: forward 5′-CAGGGCTGCTTTTAACTCTGG-3′, reverse 5′-TGGGTGGAATCATATTGGAACA-3′.

### 3.6. Statistical Analysis

Results are expressed as means ± standard deviations. Statistical analyses (*t*-test) were performed using GraphPad Prism 9.0 software (GraphPad Software). *p*-Values < 0.05 were considered statistically significant.

## 4. Discussion

Arg plays an important role in the proliferation of different cell types, such as lymphocytes [28], intestinal epithelial cells [29], endometrial epithelial cells [30], and fibroblasts [31]. The underlying mechanism is partly due to Arg metabolites such as polyamines and NO which are critical factors for cell proliferation [28,30,32,33,34]. Previous work has shown that a high-glucose environment impairs the migration and proliferation of cultured skin keratinocytes [35,36,37,38]. Our recent study has also shown that high glucose inhibits oral keratinocyte proliferation and migration, induces late keratinocyte differentiation, and causes cell death [9]. Given the pivotal roles of Arg in cell proliferation, we investigated if and how Arg regulated the proliferation of oral keratinocytes especially under high-glucose conditions.

Our study here, for the first time, discovered that Arg enhances the proliferation of oral keratinocytes under both low- and high-glucose conditions. Due to the detrimental pathological effects of high glucose on oral keratinocytes [9] and its clinical relevance to diabetes, our studies were performed under high-glucose conditions. RNA sequencing analyses identified *CYP1A1* as the top upregulated DEG at both 24 and 48 h after Arg treatment. *CYP1A1* is a responsive gene of aryl hydrocarbon receptor (AhR), a ligand-activated transcription factor. Downregulation of AhR or *CYP1A1* prevents the cell cycle transition from G0/G1 to the S phase, which results in inhibition of the proliferation of human skin keratinocytes [39]. Pathway analysis showed that *SKP2* was the top gene in the significantly upregulated cell cycle pathway. *SKP2* is a nuclear protein and a member of the F-box family of ubiquitin–protein ligase complexes. Cellular processes such as cell cycle, cell proliferation, apoptosis, differentiation, and survival are closely related to *SKP2* [40,41]. It promotes cell cycle entry into the S phase and regulates the stability of other cell cycle-related proteins. *SKP2* is also considered an oncogene since *SKP2* is found to be overexpressed in various cancer cells [40,41]. Pathway analysis also showed that *SRSF5* was the top gene in the significantly upregulated spliceosome pathway. *SRSF5*, also known as SRp40 or HRS, is a member of the serine/arginine-rich protein (SR) family. *SRSF5* is a nuclear protein and a part of the ribonucleoprotein complex of the spliceosome, which removes introns from a transcribed pre-mRNA and plays a critical role in the regulation of pre-mRNA splicing [42]. *SRSF5* was reported to promote cell growth, especially in cancer cells, and is, therefore, also considered an oncogene [43,44,45,46]. Another member of the SR family, SRSF6, was found to promote skin hyperplasia [47]. We speculated that these three upregulated genes identified in the RNA sequencing analysis were in part responsible for the observed enhanced TIGK cell proliferation following Arg treatment under high-glucose conditions. Therefore, we used siRNAs specific to *CYP1A1*, *SKP2*, or *SRSF5* to interfere with their expression and function. Our results show that siRNA targeting of *CYP1A1*, *SKP2*, and *SRSF5* significantly inhibits Arg-induced enhanced TIGK cell proliferation, which confirms that *CYP1A1*, *SKP2*, and *SKP2* play pivotal roles in oral keratinocyte proliferation under high-glucose conditions. The mechanism by which Arg upregulates the expression of *CYP1A1*, *SKP2*, and *SRSF5* under high-glucose conditions remains unknown and warrants further studies.

Arg supplementation has been shown to increase collagen deposition, wound breaking strength, and T lymphocyte function in acute human and rat skin wounds [19,48]. Arg-deficient animals had impaired wound healing, and decreased collagen deposition and wound breaking strength [14]. The data suggest that Arg improves wound healing and immune responses in animals and human patients under normal glucose conditions. Patients with oral or laryngeal cancer receiving supplements with Arg had significantly reduced fistula formation and length of post-operative stay [49,50]. Furthermore, Arg together with zinc oxide and zinc citrate protected the barrier integrity of gingival keratinocytes from TNF-α-induced damage and promoted keratinocyte proliferation and migration, which suggests that the combination offers benefits for oral health [51].

Arg is a unique substrate for NO synthesis [12,15]. NO is a critical factor that regulates vascular homeostasis, inflammation, and antimicrobial activity during the wound healing process [52] and has been shown to promote keratinocyte proliferation [32,34]. However, NO production is decreased in diabetic wounds, which partially contributes to the observed impaired wound healing in those affected with diabetes [53]. Supplemental Arg was found to restore previously decreased NO levels in diabetic wound fluid and wound breaking strength [16,54]. In an acute diabetic rat skin wound model, systemic application (gavaged) of Arg resulted in better wound healing and a higher expression of NO in wound fluid than topical application of Arg [55]. Furthermore, clinical studies have found that the use of Arg is beneficial for diabetic skin wound healing. One study showed that the majority of patients with chronic diabetic foot ulcers who received a subcutaneous injection of Arg subsequently had those ulcers healed [56]. Another study showed that chronic diabetic foot ulcers in patients with hypoalbuminemia that received Arg supplementation healed better than non-Arg-supplemented controls [57]. These results suggest that Arg supplementation is beneficial for diabetic wound healing. Our current study shows that Arg treatment enhances oral keratinocyte proliferation under high-glucose conditions with *CYP1A1*, *SKP2*, and *SRSF5* as significantly upregulated genes. Downregulation of any of those three genes ameliorated the pro-proliferation effects of Arg. It is currently unknown whether Arg treatment and the differential expression of *CYP1A1*, *SKP2*, and *SRSF5* lead to the production of NO or other Arg metabolites. Whether this is responsible for the observed enhanced oral keratinocyte proliferation in this study requires further investigation. Based on the results of the current study, using Arg in oral care products may be a good strategy to improve oral health and prevent or promote oral wound healing in diabetic patients. Future clinical studies are warranted to prove this hypothesis. Studies using in vivo animal models of diabetic wound healing will also be needed to confirm the potential beneficial effects observed in our current in vitro study. In addition, future studies will also investigate some of the downregulated GO terms or genes after Arg treatment under high-glucose conditions.

Taken together, Arg significantly enhances oral keratinocyte proliferation under high-glucose conditions. The treatment leads to changes in a substantial number of gene transcripts related to cell cycle, cell proliferation, and spliceosome GO terms as well as signaling pathways. Among these top upregulated genes, *CYP1A1*, *SKP2*, and *SRSF5* are of particular significance as they play important roles in the Arg-stimulated proliferation of oral keratinocytes. The results suggest that supplemental Arg in oral care products may be beneficial for oral tissue repair and regeneration especially under diabetic conditions.

## Figures and Tables

**Figure 1:**
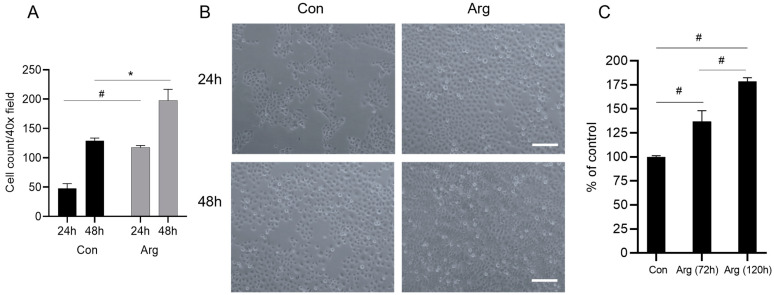
L-Arginine enhances oral keratinocyte proliferation under high-glucose conditions. (**A**) TIGK cells were cultured in 4-chamber slides treated with 500 μM Arg under high-glucose conditions (48 mM). Cell images were taken 24 and 48 h after treatment and the number of cells was counted in each field. (**B**) Representative images of the cultured cells. (**C**) TIGK cells were cultured in 96-well plates. The proliferation was assessed using an MTS proliferation assay. OD490 values were normalized based on the untreated cell condition (100%). Scale bar: 100 µm. Con: Control, Arg: L-Arginine, * *p* < 0.05, # *p* < 0.01.

**Figure 2:**
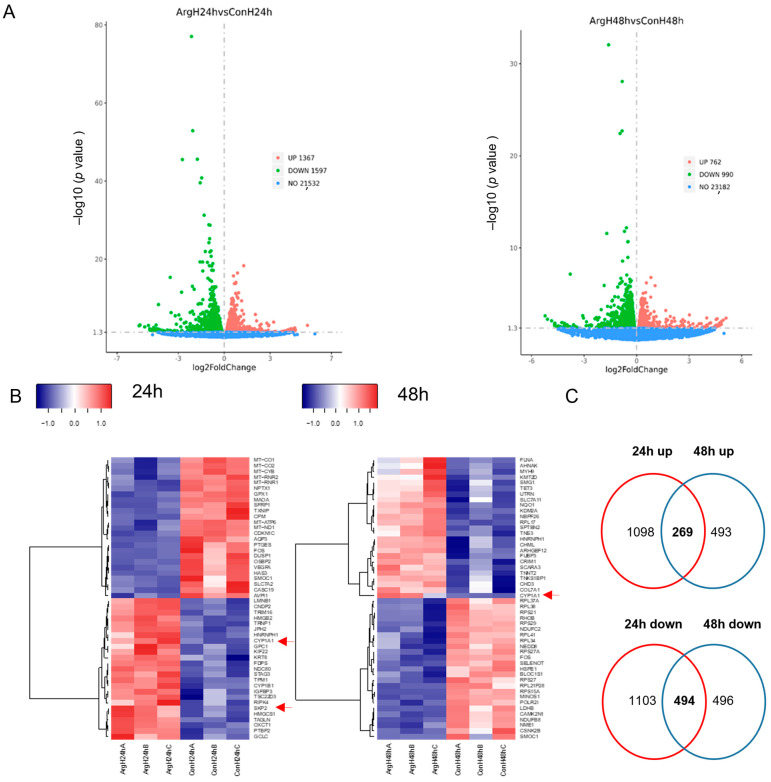
Volcano plots and heat maps derived from RNA sequencing differential expression analyses. (**A**) Volcano plots of the distribution of significantly upregulated, downregulated, and insignificantly differentially expressed genes after Arg treatment (24 h, **left panel** and 48 h, **right panel**). (**B**) Heat maps of the top 25 significantly upregulated and downregulated genes (24 h, **left panel** and 48 h, **right panel**). (**C**) Venn diagrams of overlapping genes between 24 and 48 h upregulated or downregulated genes. Con: Control, Arg: L-Arginine, H: high glucose.

**Figure 3:**
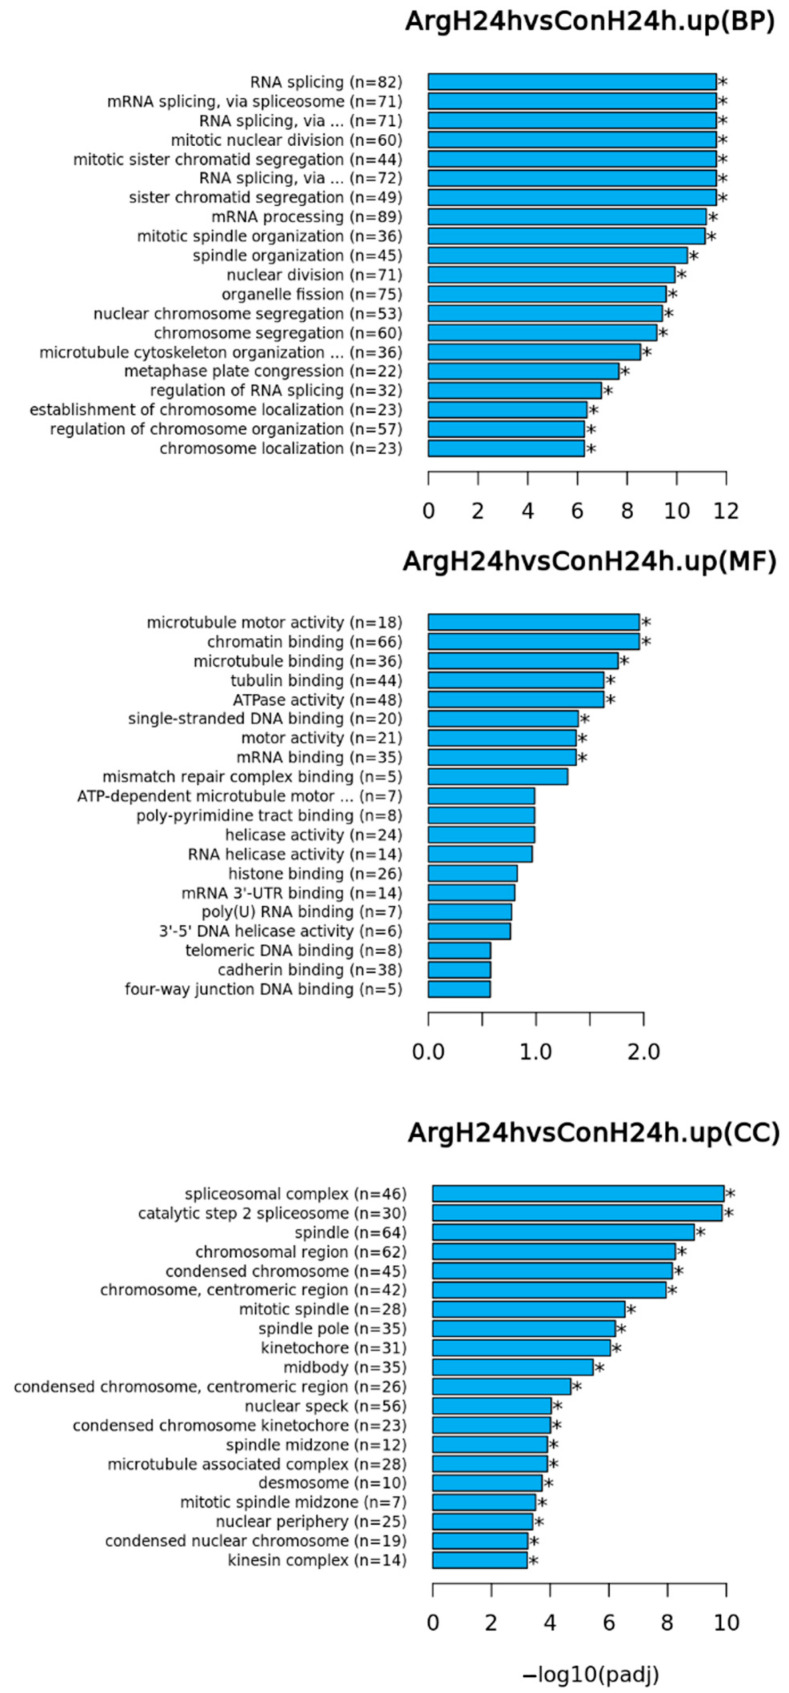
Top 20 gene ontology (GO) terms including biological processes (BP), molecular functions (MF), and cellular components (CC) in differentially upregulated genes 24 h after Arg treatment under high-glucose conditions. Con: Control, Arg: L-Arginine, H: high glucose. * *p* < 0.05.

**Figure 4:**
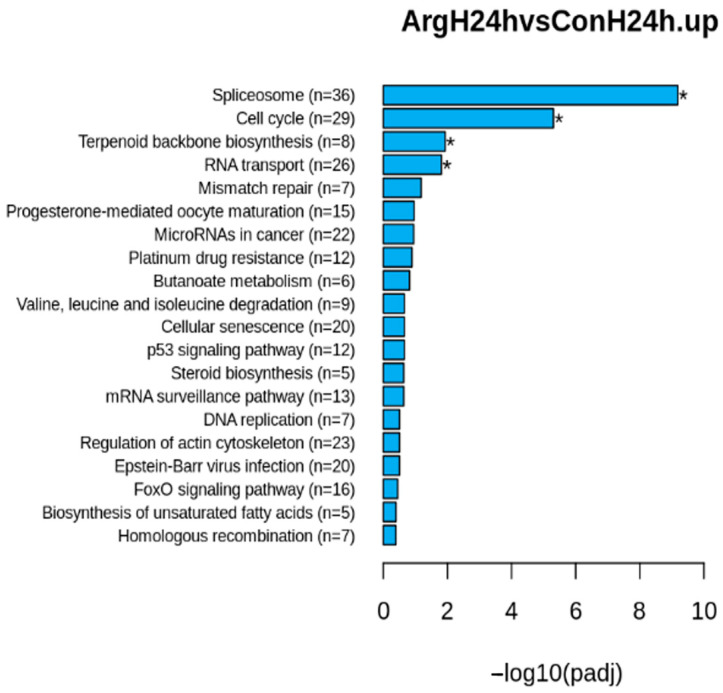
Top 20 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched in differentially upregulated genes 24 h after L-Arginine treatment under high-glucose conditions. Con: Control, Arg: L-Arginine, H: high glucose. * *p* < 0.05.

**Figure 5:**
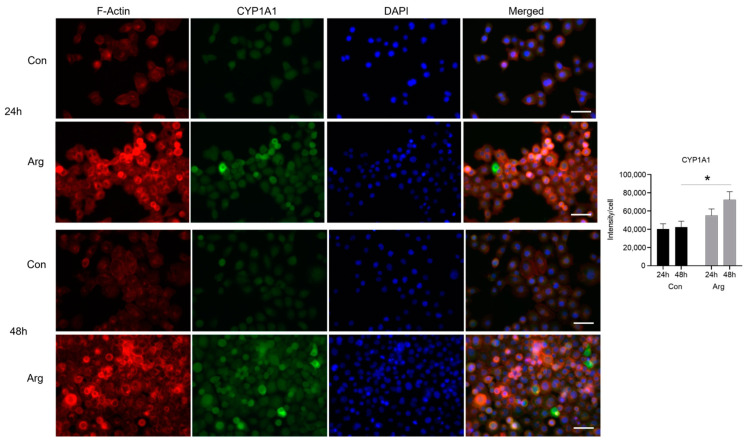
*CYP1A1* in oral keratinocytes is upregulated after L-Arginine treatment under high-glucose conditions. TIGK cells were treated with 500 μM Arg in a culture medium having high glucose (48 mM) for 24 and 48 h. Cells were fixed in formalin and permeabilized with Triton X 100 followed by incubation with a mouse anti–human *CYP1A1* antibody and a goat anti-mouse IgG H&L-Alexa Fluor 488 secondary antibody. Alexa Fluor 594 Phalloidin was used to stain F-actin as a counterstain. DAPI was used for nuclei staining. The green fluorescence intensity of *CYP1A1* was quantified using ImageJ, Version 1.8.0. Scale bar: 50 µm. * *p* < 0.05 compared to control.

**Figure 6:**
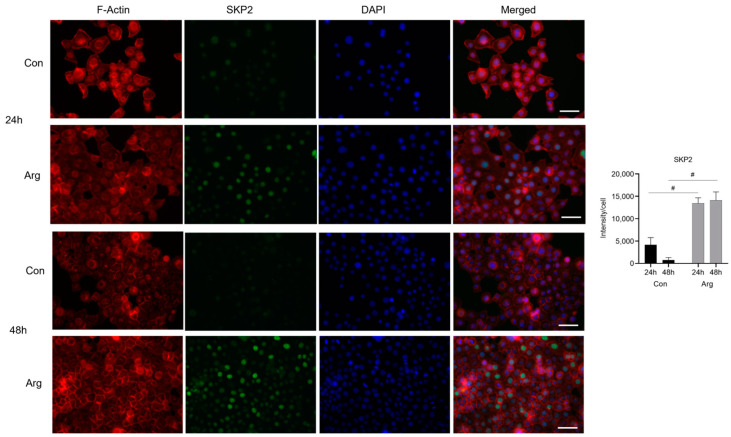
*SKP2* in oral keratinocytes is upregulated after L-Arginine treatment under high-glucose conditions. TIGK cells were treated with 500 μM Arg in a culture medium having high glucose (48 mM) for 24 and 48 h. Cells were fixed in formalin and permeabilized with Triton X-100 followed by incubation with a mouse anti–human *SKP2* antibody and a goat anti-mouse IgG Alexa Fluor 488 secondary antibody. Alexa Fluor 594 Phalloidin was used to stain F-actin as a counterstain. DAPI was used for nuclei staining. The green fluorescence intensity of *SKP2* was quantified using ImageJ. Scale bar: 50 µm. # *p* < 0.01 compared to control.

**Figure 7:**
*SKP2* in oral keratinocytes is upregulated after L-Arginine treatment under high-glucose conditions. TIGK cells were treated with 500 μM Arg in a culture medium having high glucose (48 mM) for 24 and 48 h. Cells were fixed in formalin and permeabilized with Triton X-100 followed by incubation with a rabbit anti-human *SKP2* antibody and a goat anti-rabbit IgG Alexa Fluor 488 secondary antibody. Alexa Fluor 594 Phalloidin was used to stain F-actin as a counterstain. DAPI was used for nuclei staining. The green fluorescence intensity of *SKP2* was quantified using ImageJ. Scale bar: 50 µm. * *p* < 0.05 compared to control.

**Figure 8:**
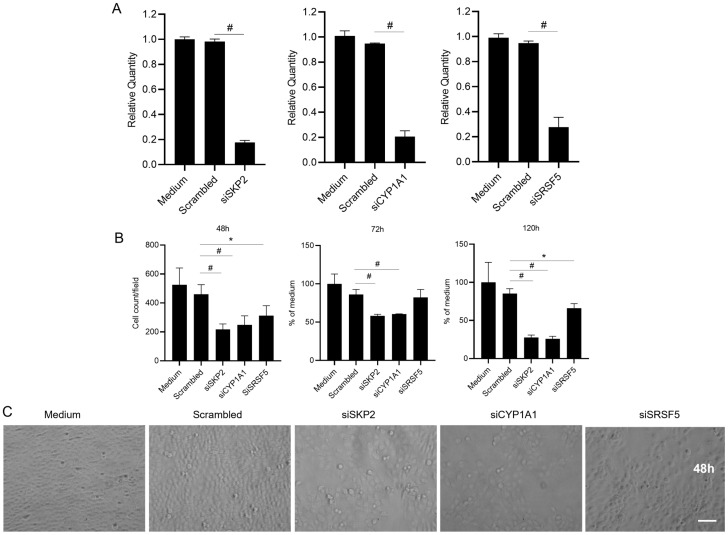
Knocking down *CYP1A1*, *SKP2*, or *SRSF5* abolishes enhanced oral keratinocyte proliferation induced by L-Arginine treatment under high-glucose conditions. TIGK cells were transfected with 20 nM siRNAs of *CYP1A1*, *SKP2*, or *SRSF5* and then treated with 500 μM Arg in a culture medium with high glucose (48 mM). (**A**) mRNA expression of *CYP1A1*, *SKP2*, or *SRSF5* 48 h after transfection. (**B**) The proliferation of TIGK cells after knocking down *CYP1A1*, *SKP2*, or *SRSF5* assessed by cell count at 48 h and MTS assay at 72 and 120 h after transfection. (**C**) Representative images of cell density at 48 h after treatment. Scale bar: 100 µm. * *p* < 0.05, # *p* < 0.01.

## Data Availability

Data are available upon request to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/molecules28207020/s1, Figure S1: L-Arginine enhances oral keratinocyte proliferation under a low-glucose condition (6 mM); Figure S2: Top 20 downregulated enriched gene ontology (GO) terms (biological processes/BP, molecular functions/MF, and cellular components/CC) 24 h after Arg treatment under high-glucose conditions; Figure S3: Top 20 upregulated and downregulated enriched gene ontology (GO) terms (biological processes/BP, molecular functions/MF, and cellular components/CC) 48 h after Arg treatment under high-glucose conditions; Figure S4: Significantly upregulated cell cycle pathway in enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) 24 h after Arg treatment under high-glucose conditions; Figure S5: Significantly upregulated spliceosome pathway in enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) 24 h after Arg treatment under high-glucose conditions; Figure S6: Significantly upregulated RNA transport in enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway 24 h after Arg treatment under high-glucose conditions; Figure S7: Top 20 downregulated enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways 24 and 48 h after Arg treatment under high-glucose conditions. Table S1: RNA integrity numbers; Table S2: Upregulated differentially expressed genes (ArgH24h vs. ConH24h; Table S3: Downregulated differentially expressed genes (ArgH24h vs. ConH24h); Table S4: Upregulated differentially expressed genes (ArgH48h vs. ConH48h); Table S5: Downregulated differentially expressed genes (ArgH48h vs. ConH48h); Table S6: Venn UP; Table S7: Venn DOWN; Table S8: GO terms 24 h UP; Table S9: GO terms 24 h DOWN; Table S10: GO terms 48 h UP; Table S11: GO terms 48 h DOWN; Table S12: ArgH24h vs.ConH24h.up.KEGGenrich.

How the deposited data were processed for this re-analysis (not part of the article)

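RNA sequencing data of TIGK cells at 48 mM glucose were used, with 500 μM or no added Arg for 24 or 48 h and 3 libraries per group. The gene counts were made by the authors before they deposited them, with fastp for filtering, STAR for mapping to GRCh38/hg38, and featureCounts for counting. The deposited counts are raw integers, with gene coordinates and exonic lengths, and were not normalized. The annotation release, the strand setting, and the tool versions of that step are not stated. All columns of counts were used, and 0 were left out. The paper's FPKM values were not used. The libraries held between 16542243 and 19040964 counts.

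The libraries were grouped by treatment and time from their labels. Arg and control libraries were compared at each time separately with edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's filter on low counts, and the quasi-likelihood test, without a block. The p-values were adjusted by the Benjamini–Hochberg method over all tested genes. Counts are given at an unadjusted p under 0.05, as in the paper, and at an adjusted p under 0.05. The difference between the time points was tested as an interaction in a model of all 12 libraries. That model was not fitted with a library left out. The scripts were tested on simulated data with 200 changed genes made from the real libraries. Of the 100 large changes, edgeR recovered 100 at 24 h and 99 at 48 h. Of the 100 small changes it recovered 81 and 78, with 17 and 13 false calls. The median estimates of the large increases were log2 fold changes of 0.995 and 1.00. The changed genes were drawn from those above the median abundance, and each gene was simulated independently, without an outlying library. The recovery at 48 h therefore does not measure the power in the real libraries, where control replicate B lay apart. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1.

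Gene sets were tested with cameraPR of limma 3.58.1 on the signed z values of the edgeR test, with an inter-gene correlation of 0.01 and at least 3 tested genes. The cell cycle genes came from Seurat 5.3.0, gene families were defined by symbol, and the lists behind GO and KEGG terms were read from the supplementary tables. At a single time point, the set tests reported for a list left out the libraries on which the authors chose its genes. The p-values of 58 set tests at the 2 time points were adjusted together, and those of the 39 interaction tests of sets were adjusted together. These 39 include 20 lists that the authors chose on part of the same libraries, so their interaction p-values are not reported. The median interaction is given for the 3 KEGG lists, as a description. The interaction p-values were also adjusted over the other 19 sets alone. The splits of the libraries were also run on the KEGG lists at 24 h, where the authors chose them, and are not reported for those. The median log2 fold change of a set is given as its size. The KEGG and GO enrichment itself was not recomputed, because the gene lists of all terms were not available.

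The genes named are CYP1A1, SKP2, SRSF5, SRSF6, AHR, and GAPDH, the 5 genes with the smallest p in each direction at each time, at most 5 members of a set with the largest absolute log2 fold change among those with an adjusted p under 0.05, and the 3 genes with the smallest interaction p. The replicate pairing comes from the letters A, B, and C in the labels and in Table S1.

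The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, library size only, no filter on low counts, at least 10 counts in every library, all 12 libraries in a single model, the replicate block, a correction for exonic length with and without the block, leaving out the mitochondrially encoded genes, and leaving out each library in turn. The set tests were also run with fry and with an inter-gene correlation of 0.05. Corrections for the length and the GC content of the Ensembl canonical transcript in GENCODE v44, with and without the block, were chosen after seeing the data. Each correction removed a lowess trend (span 0.3, prior count 2) per library. A transcript length was available for 14218 of the 14279 genes tested at 24 h and 14503 of the 14562 tested at 48 h.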

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

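The results in this part are differences between the 2 time points, found by an interaction test, and genes or gene sets outside those the paper discusses. The tests of the sterol genes, the pseudogenes, the control library at 48 h, and the opposite directions of the mitochondrial genes were chosen only after the result was seen.

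Between the time points, 2 genes differed at an adjusted p under 0.05 in the model of all 12 libraries. The log2 fold change at 48 h minus that at 24 h was 0.83 for MT-RNR1 (standard error 0.13) and 1.11 for FOS (standard error 0.17), each with an adjusted p = 0.0229. With the replicate block, these were 0.84 and 1.09. DESeq2 called 21 genes. Arg and control were also exchanged at both times for the replicates of one letter. Of these 4 arrangements, the real one included, 1 gave as many interaction genes, and the exchanges gave 0 genes (306, 531, and 248 at an unadjusted p under 0.05, against 1040). So few arrangements cannot tell the interaction from a fortuitous grouping.

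Several gene sets also differed between the time points. The median interaction was 0.96 for the mitochondrially encoded proteins, 0.16 for the immediate early genes, −0.25 for the G2/M phase genes, −0.26 for cholesterol biosynthesis, −0.24 for the centromere proteins, −0.11 for the S phase genes, −0.093 for the ATF4 amino acid response, −0.11 for the SR splicing factors, −0.071 for the heterogeneous nuclear ribonucleoproteins, −0.088 for the SF3 and PRPF components, and −0.088 for the kinesins. Their adjusted p-values from cameraPR were under 0.05. All 11 also passed when adjusted over the 19 sets that the authors did not choose on these libraries. With fry, the sets of mitochondrially encoded proteins, immediate early genes, heterogeneous nuclear ribonucleoproteins, SF3 and PRPF components, and kinesins no longer passed, while the other 6 did (5 when adjusted over the 19 sets, without the SR splicing factors). The interaction was not fitted with a library left out. In the separate fits at each time that left out 1 library, the medians at 24 and 48 h overlapped only for the immediate early genes (−0.47 to −0.22 and −0.30 to −0.22). In the other sets, no single library, control replicate B at 48 h included, made the whole difference between the medians.

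The mitochondrially encoded proteins had medians of −0.71 at 24 h and 0.28 at 48 h. Leaving the mitochondrially encoded genes out of the normalization and of the test left 937 of 14259 genes at an adjusted p under 0.05 at 24 h. With them, 947 of 14279 genes passed. The 2 counts cover different genes, so their difference does not measure an effect of the normalization. As the mitochondrially encoded genes held little of the counts, leaving them out could hardly have moved the other calls and says little about the normalization. The 48 h median kept its sign in every fit that left out 1 library, with a lowest value of 0.054. It lost its adjusted p under 0.05 in 3 of these 6 fits. No biological explanation of the change of direction was tested, and RNA quality was similar among libraries (integrity numbers from 9.7 to 9.9).

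The cholesterol biosynthesis set had a median of 0.24 at 24 h, with 23 of 24 genes higher and 8 at an adjusted p under 0.05 over all genes (adjusted p = 1.95e-09 from cameraPR, and with the replicate block 0.24 and 2.58e-10). With fry, the set did not pass (adjusted p = 0.0813, range over the alternatives 1.11e-16 to 0.0813). The median lay between 0.22 and 0.25 over the alternatives that kept all libraries, and between 0.19 and 0.36 with each library left out in turn. At 48 h, the median was 0.022 (adjusted p = 0.856, and with the block 0.022 and 0.740). The rise at 24 h is that of the sterol genes themselves and tests no cause of it. Technical explanations of it other than the listed alternatives were not tested.

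The genes of arginine uptake and metabolism had medians of −0.12 at 24 h and −0.19 at 48 h, the immediate early genes −0.37 and −0.25, and the mitochondrial ribosomal proteins −0.089 and −0.061. With the replicate block, these were −0.11 and −0.15, −0.39 and −0.24, and −0.087 and −0.060. With each library left out in turn, the arginine set lay between −0.19 and −0.075 at 24 h and between −0.26 and −0.068 at 48 h. The immediate early genes lay between −0.47 and −0.22 at 24 h and between −0.30 and −0.22 at 48 h. Both sets passed with cameraPR in each of these fits. With fry, the immediate early genes passed at 48 h, and none of the other 5 tests did. The mitochondrial ribosomal proteins also no longer passed with the length corrections at either time. For these sets, no explanation was tested.

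The genes with the smallest p outside those the paper discusses were picked by p in these same libraries. Each of those at 24 h was higher or lower in every Arg library than in every control library. Chance gives this in 10% of genes chosen beforehand, so here it is no further support. The log2 fold changes at 24 h are listed first. They were 0.87 for CYP1B1, 0.77 for TRNP1, 0.61 for HMGB2, 0.76 for HMGCS1, −2.14 for AQP3, −2.06 for FOS, −1.75 for HAS3, −2.73 for OSBP2, and −1.57 for CDKN1C. At 48 h, they were −0.82 for RPS15A, −1.60 for LDHB, −0.94 for FOS, −0.83 for RPS29, and −1.70 for MINOS1. In Arg replicate A at 24 h, RPS15A, LDHB, RPS29, and MINOS1 lay nearer the control than in replicates B and C. Reads shared with a processed pseudogene or an overlapping gene were not excluded for RPS15A, LDHB, RPS29, MINOS1, HAS3, and CYP1B1, and no biological explanation was tested for any of these genes.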

How the results depend on the processing

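The alternatives named in the processing summary were set before the data were examined, apart from the corrections for transcript length and GC content (alone or with the replicate block), which were chosen after seeing the data. In the lists of this part, the value after a gene is its log2 fold change, the value after a gene set is its median log2 fold change, the value after a rank is the rank, and the value after a count is the number of genes at an adjusted p under 0.05 unless stated. A set or gene passed when its adjusted p was under 0.05. The cause was not tested for any change listed here.

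At 24 h, CYP1A1 (1.25 to 1.29), SKP2 (0.45 to 0.47), and SRSF5 (0.46 to 0.50) kept their direction and their adjusted p under 0.05 over the 14 alternatives without a library left out. The number of upregulated genes at the adjusted p lay between 379 and 555 and that of downregulated genes between 528 and 759. The G2/M phase genes (0.26 to 0.28), the centromere proteins (0.13 to 0.17), and the mitochondrially encoded proteins (−0.72 to −0.68) passed in each alternative at 24 h, and the immediate early genes (−0.25 to −0.20) did so at 48 h. SRSF5 did not pass at 48 h in any alternative without a library left out (0.17 to 0.23). Over the other named genes and these alternatives, 60 comparisons became stronger, 2 became weaker, 2 changed sign, and 560 stayed the same.

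With DESeq2 in place of edgeR, proteasome subunits (−0.065) and ATF4 amino acid response (0.034) newly passed at 24 h. At 48 h, upregulated genes (42), downregulated genes (127), and SKP2 rank (47) moved. CYP1A1 (0.82) and SF3 and PRPF components (0.041) newly passed at 48 h. Mitochondrially encoded proteins (0.28) no longer passed at 48 h. Genes with an interaction (21) moved in the interaction. Proteasome subunits (0.052) newly passed in the interaction.

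Without the filter on low counts, CYP1A1 rank (2), SKP2 rank (54), and SRSF5 rank (74) moved at 24 h. ATF4 amino acid response (0.032) newly passed at 24 h. In number, upregulated genes at 48 h (199), downregulated genes at 48 h (374), CYP1A1 rank (8), SKP2 rank (75), and SRSF5 rank (727) moved at 48 h. CYP1A1 (0.82) and SKP2 (0.29) newly passed at 48 h. Kinesins (0.073) no longer passed at 48 h. Shared upregulated genes (476) moved between the time points.

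With only the genes that had at least 10 counts in every library, AhR targets (0.15) no longer passed at 48 h.

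With all 12 libraries in a single model, CYP1A1 rank (2) and SRSF5 rank (21) moved at 24 h. At 48 h, upregulated genes (4), downregulated genes (37), and SKP2 rank (56) moved. CYP1A1 (0.82) newly passed at 48 h.

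With the replicate block, SRSF5 rank (62) moved at 24 h. In number, upregulated genes at 48 h (43), downregulated genes at 48 h (141), and SKP2 rank (65) moved at 48 h. CYP1A1 (0.80) newly passed at 48 h.

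With the correction for the exonic length of genes, mitochondrial ribosomal proteins (−0.059) no longer passed at 24 h. The count of upregulated genes (1) moved at 48 h. CYP1A1 (0.85) newly passed at 48 h. Mitochondrial ribosomal proteins (−0.023) and kinesins (0.076) no longer passed at 48 h. SR splicing factors (−0.022) and MCM helicase (−0.0024) changed sign at 48 h. Mitochondrial ribosomal proteins (0.046) newly passed in the interaction. Keratinocyte differentiation (0.026) changed sign in the interaction.

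With the length correction and the replicate block together, SRSF5 rank (63) moved at 24 h. Mitochondrial ribosomal proteins (−0.058) no longer passed at 24 h. At 48 h, upregulated genes (24), downregulated genes (99), and SKP2 rank (46) moved. CYP1A1 (0.82) newly passed at 48 h. Mitochondrial ribosomal proteins (−0.023) and kinesins (0.087) no longer passed at 48 h. SR splicing factors (−0.021) and MCM helicase (−0.0031) changed sign at 48 h.

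With the correction for transcript length, mitochondrial ribosomal proteins (−0.066) no longer passed at 24 h. SRSF5 rank (171) moved at 48 h. Mitochondrial ribosomal proteins (−0.012) and kinesins (0.057) no longer passed at 48 h. SR splicing factors (−0.017) and proteasome subunits (0.030) changed sign at 48 h. Mitochondrial ribosomal proteins (0.053) and proteasome subunits (0.073) newly passed in the interaction. Cytosolic ribosomal proteins (0.033), nuclear-encoded OXPHOS subunits (0.030), and keratinocyte differentiation (0.021) changed sign in the interaction. In the interaction, the cytosolic ribosomal proteins also passed after the change of sign (adjusted p = 0.0498, range over the alternatives 0.0498 to 0.863), but not when adjusted over the 19 sets that the authors did not choose on these libraries.

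With the transcript length correction and the replicate block together, mitochondrial ribosomal proteins (−0.063) no longer passed at 24 h. The counts of upregulated genes at 48 h (35), downregulated genes at 48 h (114), SKP2 rank (70), and SRSF5 rank (218) moved at 48 h. CYP1A1 (0.81) and KEGG terpenoid backbone biosynthesis list (0.11) newly passed at 48 h. Mitochondrial ribosomal proteins (−0.013) and kinesins (0.067) no longer passed at 48 h. SR splicing factors (−0.017) and proteasome subunits (0.030) changed sign at 48 h.

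With the GC correction, SKP2 rank (20) moved at 24 h. CYP1A1 rank (2) and SKP2 rank (59) moved at 48 h. OXCT1 (−0.0013) changed sign at 48 h.

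With the GC correction and the replicate block together, CYP1A1 rank (4) and SKP2 rank (16) moved at 24 h. In number, upregulated genes at 48 h (25), downregulated genes at 48 h (101), and SKP2 rank (64) moved at 48 h. CYP1A1 (0.79) newly passed at 48 h. OXCT1 (−0.0013) changed sign at 48 h.

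With limma's fry as the set test, cytosolic ribosomal proteins (−0.17), nuclear-encoded OXPHOS subunits (−0.11), mitochondrial ribosomal proteins (−0.089), kinesins (0.19), and SR splicing factors (0.11) no longer passed at 24 h. HnRNPs (0.18), SF3 and PRPF components (0.12), S phase genes (0.070), AhR targets (0.096), and cholesterol biosynthesis (0.24) no longer passed at 24 h. Arginine uptake and metabolism (−0.12), immediate early genes (−0.37), GO negative regulation of RNA catabolic process list of 48 h (0.19), GO ribonucleoprotein complex biogenesis list of 48 h (0.19), and GO cotranslational protein targeting to membrane list of 48 h (−0.21) no longer passed at 24 h. GO oxidative phosphorylation list of 48 h (−0.24) no longer passed at 24 h. Cytosolic ribosomal proteins (−0.19), nuclear-encoded OXPHOS subunits (−0.14), mitochondrially encoded proteins (0.28), mitochondrial ribosomal proteins (−0.061), and kinesins (0.077) no longer passed at 48 h. HnRNPs (0.071), AhR targets (0.39), arginine uptake and metabolism (−0.19), KEGG spliceosome list (0.069), and KEGG cell cycle list (0.069) no longer passed at 48 h. KEGG RNA transport list (0.12), GO mitotic nuclear division list (0.079), GO sister chromatid segregation list (0.069), GO RNA splicing list (0.10), and GO mRNA processing list (0.11) no longer passed at 48 h. GO positive regulation of cell cycle process list (0.089), GO microtubule motor activity list (0.11), GO chromatin binding list (0.12), GO spliceosomal complex list (0.087), and GO catalytic step 2 spliceosome list (0.0996) no longer passed at 48 h. GO spindle list (0.079), GO cotranslational protein targeting to membrane list (−0.24), and GO oxidative phosphorylation list (−0.17) no longer passed at 48 h. Mitochondrially encoded proteins (0.96), kinesins (−0.088), hnRNPs (−0.071), SF3 and PRPF components (−0.088), and immediate early genes (0.16) no longer passed in the interaction.

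With an inter-gene correlation of 0.05 in cameraPR, mitochondrial ribosomal proteins (−0.089), S phase genes (0.070), and AhR targets (0.096) no longer passed at 24 h. Mitochondrially encoded proteins (0.28), mitochondrial ribosomal proteins (−0.061), kinesins (0.077), and AhR targets (0.39) no longer passed at 48 h. Kinesins (−0.088) and SF3 and PRPF components (−0.088) no longer passed in the interaction.

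The fits that each left out 1 library kept 2 libraries in one of the groups. Of the named genes other than CYP1A1, SKP2, and SRSF5, the lists below give only those that changed sign. Several others gained or lost their adjusted p under 0.05. At 24 h, for example, RPS15A, LDHB, and NBPF26 each no longer passed in 4 of the 6 fits. At 48 h, AQP3, HAS3, OSBP2, and CDKN1C each newly passed in 1 of the 6 fits. At 24 h, the ranges of results that changed were upregulated genes at 24 h (126 to 647), downregulated genes at 24 h (233 to 882), AHR (−0.13 to 0.066), and CYP1A1 rank (1 to 5). The next were SKP2 rank (20 to 84), SRSF5 rank (35 to 78), mitochondrial ribosomal proteins (−0.12 to −0.061), and SR splicing factors (0.051 to 0.13). MCM helicase (−0.012 to 0.098), proteasome subunits (−0.081 to −0.033), S phase genes (0.027 to 0.096), and AhR targets (0.064 to 0.25) followed. ATF4 amino acid response (0.021 to 0.11) and keratinocyte differentiation (−0.019 to 0.13) followed. At 48 h, the ranges of results that changed were upregulated genes at 48 h at the unadjusted p (473 to 2187), downregulated genes at 48 h at the unadjusted p (614 to 2172), upregulated genes at 48 h (0 to 1152), and downregulated genes at 48 h (5 to 1213). The next were CYP1A1 (0.71 to 0.99), SKP2 (0.22 to 0.41), SRSF5 (0.14 to 0.23), and AHR (−0.0063 to 0.23). OXCT1 (−0.0069 to 0.031), CYP1A1 rank (1 to 129), SKP2 rank (65 to 363), and SRSF5 rank (295 to 1275) followed. Mitochondrially encoded proteins (0.054 to 0.69), mitochondrial ribosomal proteins (−0.10 to −0.038), kinesins (0.059 to 0.12), and SR splicing factors (−0.042 to 0.012) followed. HnRNPs (0.041 to 0.098), SF3 and PRPF components (0.018 to 0.070), MCM helicase (−0.0078 to 0.048), and G2/M phase genes (−0.0043 to 0.046) followed. AhR targets (0.15 to 0.44), cholesterol biosynthesis (−0.0024 to 0.047), keratinocyte differentiation (−0.046 to 0.098), and KEGG terpenoid backbone biosynthesis list (0.017 to 0.19) followed. GO oxidative phosphorylation list (−0.20 to −0.13) followed. Between the time points, the ranges of results that changed were shared upregulated genes (146 to 687) and shared downregulated genes (332 to 901).

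Adjusting for the replicate letter as a block raised the number of genes called at 48 h and left 24 h nearly as it was. At 48 h, the block gave 43 upregulated and 141 downregulated genes at an adjusted p under 0.05. Same-lettered libraries did not deviate together, so this change does not show a paired design.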

Differences from the paper's values

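The paper's text gives SKP2 the rank 47 among the upregulated genes at 48 h (the paper's value), while edgeR's test gave rank 122. Of the alternatives set before the data were examined, the rank was within 1.5 times of the paper's with DESeq2 (47, equal to the paper's and the tool its methods name), with all 12 libraries in a single model (56), with the replicate block (65), and with the length correction and the block together (46). The others did not close the gap, with 119 for DESeq2's size factors in edgeR, 124 for library size only, 75 without the filter on low counts, 115 for at least 10 counts in every library, 87 for the length correction, and 103 without the mitochondrially encoded genes. Settings chosen after seeing the values also came within it, namely the transcript length correction with the block (70), the GC correction (59), and the GC correction with the block (64).

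The paper counts CYP1A1, SKP2, and SRSF5 among the genes upregulated at 48 h by the unadjusted p. In edgeR's test, all 3 had an unadjusted p under 0.05 at 48 h, but at an adjusted p under 0.05 none of them passed. CYP1A1 passed at the adjusted p at 48 h with DESeq2 (0.82), without the filter on low counts (0.82), with all 12 libraries in a single model (0.82), with the replicate block (0.80), with the length correction (0.85), and with the length correction and the block (0.82). It also passed with 2 settings chosen after seeing the values, the transcript length correction with the block (0.81) and the GC correction with the block (0.79). SKP2 passed without the filter on low counts (0.29). SRSF5 passed in no alternative run with all libraries. Without control replicate B, CYP1A1 (0.82), SKP2 (0.41), and SRSF5 (0.23) all passed.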

Other observations

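The tests of the pseudogenes, the matched lists, and the control library at 48 h were chosen only after the result was seen. The sets of the G2/M and S phase genes and of the aryl hydrocarbon receptor targets were set beforehand, but their use as tests of an explanation was chosen only after the result was seen.

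Other splits of the 6 libraries of a time point were compared with the real one. Among the 4 splits that part all 3 same-lettered pairs, only the real split gave as many genes at an adjusted p under 0.05, so the count is 1 at 24 h and 1 at 48 h. At 24 h, the other 3 of these splits gave 0 genes (up to 713 at an unadjusted p under 0.05, against 3253), and the 6 splits that part 1 pair also gave 0 (up to 1682). At 48 h, the real split gave 17 genes and the other 3 gave 0 (up to 1674 at an unadjusted p under 0.05, against 1955). One of the 6 splits that part 1 pair gave 18 genes at 48 h, control replicates A and C with Arg replicate C against the rest. At an unadjusted p under 0.05, that split gave 2010 genes, more than the 1955 of the real one. With 4 splits, none of these comparisons can tell the effect from a fortuitous grouping.

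The set tests were split in the same way. The number of the 4 splits with a p as small, the real split included, was 1 for the ribosomal proteins, 1 for oxidative phosphorylation, and 1 for the G2/M phase genes at 24 h. At 48 h, it was 1 for the ribosomal proteins, 1 for oxidative phosphorylation, 2 for the KEGG spliceosome list, 1 for the cell cycle list, and 1 for the RNA transport list. Of the 6 splits that part 1 pair, 2 gave a smaller p than the real one for the ribosomal proteins at 24 h, 2 for oxidative phosphorylation at 24 h, and 0 for the G2/M phase genes at 24 h. At 48 h, 1 of these 6 splits did so for the KEGG spliceosome list, 1 for the RNA transport list, and 0 for the cell cycle list, the ribosomal proteins, and oxidative phosphorylation. The smallest p for the ribosomal proteins at 24 h was 1.32e-21 in a split that mixes Arg and control, so a small p of cameraPR does not by itself set Arg apart from differences between single libraries.

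The lower counts of ribosomal protein genes were set against technical explanations. After the transcript length correction, the set median was −0.15 at 24 h and −0.14 at 48 h, and the set still passed, so this bias does not explain the whole decrease. After the GC correction, the median was −0.18 at 24 h and −0.19 at 48 h, a small move away from 0. At the adjusted p, the correction gave 535 upregulated and 703 downregulated genes at 24 h, against 398 and 549 without it. At 48 h, it moved the calls little (0 and 19, against 0 and 17). If a GC bias had lowered the set, its correction would have moved the median toward 0. The values therefore argue against this bias at 24 h and say less about it at 48 h. Among 10000 lists matched on transcript length and abundance, the set median lay at percentile 0 at 24 h and 0 at 48 h. The matched lists did not reach the set's length (878 against 1053 and 1041) or abundance (9.67 against 8.84 and 9.59 against 8.82), and their medians were lower too (−0.059 and −0.047). A general decrease of short abundant transcripts cannot be told apart from this pattern. The log2 ratio of summed pseudogene counts was 0.19 at 24 h and 0.0023 at 48 h. The rise at 24 h is in the direction expected if reads moved to pseudogenes, but it equals 1.57% of the fall of the genes. Reads counted for the summed pseudogenes can thus explain no more than that part. The sum covers only pseudogenes named after an RPL or RPS number, so the part of others was not tested. Any shared reads that the counting left out are in neither sum, so their part was not tested.

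If the control cells in medium without Arg had shown an amino acid response, the ATF4 set would fall with Arg. Its median was 0.035 at 24 h and −0.034 at 48 h (with the replicate block, 0.038 and −0.033), and neither passed an adjusted p under 0.05. At 24 h, the set passed as higher with DESeq2 (adjusted p = 0.0228 from cameraPR) and without the filter on low counts (0.0490). Its genes moved both ways at 24 h, with 3 upregulated and 1 downregulated (ATF3, −1.39) at the adjusted p. The set as a whole did not fall at 24 h, but a response of part of its genes is not excluded. The aryl hydrocarbon receptor targets had medians of 0.096 at 24 h (adjusted p = 0.0413 from cameraPR, and with the block 0.088 and 0.0313) and 0.39 at 48 h (adjusted p = 0.0295, and with the block 0.40 and 0.0196), and neither passed with fry. Without CYP1A1, the medians were 0.091 (adjusted p = 0.266) and 0.24 (adjusted p = 0.152), so the set test rested in part on this gene. At 24 h, CYP1B1, NQO1, and TXNRD1 also rose and AREG fell at an adjusted p under 0.05, so an activation of the receptor is neither shown nor excluded.

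Sets related to proliferation were tested for a shift in cell cycle composition. The G2/M phase genes had a median of 0.27 at 24 h and 0.016 at 48 h. The S phase genes had medians of 0.070 at 24 h and −0.045 at 48 h (15 of 42 higher, adjusted p = 0.203 from cameraPR). The centromere proteins had a median of −0.042 at 48 h (7 of 21 higher, adjusted p = 0.150). The rise at 24 h is the one a larger share of cycling cells predicts, and the lack of one at 48 h in these sets is not. Lists chosen at 24 h did rise at 48 h, however. In the KEGG cell cycle list, 26 of 29 genes were higher (adjusted p = 0.000671 from cameraPR, 0.0813 with fry). In the GO mitotic nuclear division list, 50 of 59 were higher (adjusted p = 2.71e-05 from cameraPR, 0.173 with fry). The sets therefore do not decide the question at 48 h. A larger share of cells in G2/M at 24 h may explain part of the changes at that time, but the splits of the libraries cannot exclude a fortuitous grouping. The keratinocyte differentiation set had a median of 0.13 at 24 h (13 of 23 higher, adjusted p = 0.469 from cameraPR). With each library left out in turn, this median lay between −0.019 and 0.13. Over all genes, 0 of its genes were upregulated and 1 was downregulated at the adjusted p (S100A9, −0.53). At 48 h, the median was 0.030 (13 of 24 higher, adjusted p = 0.402). The set thus passed in neither direction, and the fall that less differentiation predicts is neither shown nor excluded. GAPDH had log2 fold changes of 0.066 at 24 h and 0.12 at 48 h and did not pass an adjusted p under 0.05. At 48 h, its unadjusted p was 0.0297 in edgeR's test, and every Arg library lay above every control library. With each library left out in turn, GAPDH passed the adjusted threshold at 48 h in 1 of the 6 fits (adjusted p = 0.0123).

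Control replicate B at 48 h lay near the Arg libraries for AQP3, HAS3, OSBP2, and CDKN1C, and with the other controls for FOS, RPS15A, RPS29, and MINOS1. Over the 933 genes with an adjusted p under 0.05 at 24 h that were tested at 48 h, each library was placed between the mean of the other 2 libraries of its own group (0) and the mean of the opposite group (1). The slope of control replicate B was 0.91, while those of control replicates A and C, whose own group includes replicate B, were −0.49 and −0.50. The Arg libraries had 0.14, 0.063, and 0.12. No Arg library lay at the control level, so an exchange of 2 labels within the 48 h libraries was not seen, but another mix-up or a partial response of this culture could not be told apart. Its total of 18856468 counts was the highest of the 6 libraries at 48 h and lay within the range of the 24 h libraries.

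Of the 4 arrangements that exchange Arg and control for the replicates of no letter or one letter, 1 gave as many genes shared between 24 and 48 h. The real arrangement gave 862, and the exchanges gave 7, 176, and 5. With so few arrangements, a fortuitous grouping is not excluded.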
